# Brg1 coordinates multiple processes during retinogenesis and is a tumor suppressor in retinoblastoma

**DOI:** 10.1242/dev.124800

**Published:** 2015-12-01

**Authors:** Issam Aldiri, Itsuki Ajioka, Beisi Xu, Jiakun Zhang, Xiang Chen, Claudia Benavente, David Finkelstein, Dianna Johnson, Jennifer Akiyama, Len A. Pennacchio, Michael A. Dyer

**Keywords:** SWI/SNF, Epigenetics, Retina development, Retinoblastoma, Mouse

## Abstract

Retinal development requires precise temporal and spatial coordination of cell cycle exit, cell fate specification, cell migration and differentiation. When this process is disrupted, retinoblastoma, a developmental tumor of the retina, can form. Epigenetic modulators are central to precisely coordinating developmental events, and many epigenetic processes have been implicated in cancer. Studying epigenetic mechanisms in development is challenging because they often regulate multiple cellular processes; therefore, elucidating the primary molecular mechanisms involved can be difficult. Here we explore the role of Brg1 (Smarca4) in retinal development and retinoblastoma in mice using molecular and cellular approaches. Brg1 was found to regulate retinal size by controlling cell cycle length, cell cycle exit and cell survival during development. Brg1 was not required for cell fate specification but was required for photoreceptor differentiation and cell adhesion/polarity programs that contribute to proper retinal lamination during development. The combination of defective cell differentiation and lamination led to retinal degeneration in *Brg1*-deficient retinae. Despite the hypocellularity, premature cell cycle exit, increased cell death and extended cell cycle length, retinal progenitor cells persisted in *Brg1*-deficient retinae, making them more susceptible to retinoblastoma. ChIP-Seq analysis suggests that Brg1 might regulate gene expression through multiple mechanisms.

## Abstract (precis)

**Summary:** The SWI/SNF protein Brg1 controls cell cycle length, cell cycle exit and cell survival, and is required for cell differentiation and retinal lamination, in the developing mouse retina.

## INTRODUCTION

Multipotent retinal progenitor cells undergo unidirectional changes in competence during development to produce each of the seven classes of cell types in an evolutionarily conserved birth order (Cepko et al., 1996; Livesey and Cepko, 2001). Proliferation must be precisely controlled during this process to ensure that each cell type is produced at the correct time during development and in the appropriate proportion (Dyer and Cepko, 2001a). When proliferation and differentiation become uncoupled during retinogenesis, a developmental tumor of the retina called retinoblastoma can form (Dyer and Bremner, 2005). The initiating genetic lesion in retinoblastoma is *RB1* gene inactivation (Friend et al., 1986; Knudson, 1971). RB1 controls proliferation, cell survival and differentiation during the development of the retina and many other tissues (Donovan and Dyer, 2004; Zhang et al., 2004; Donovan et al., 2006; Johnson et al., 2006, 2007; Sun et al., 2006; Dyer, 2007; McEvoy et al., 2011). Therefore, the Rb pathway lies at the heart of the regulatory network that coordinates the balance between proliferation and differentiation during retinal development. The precise mechanism by which RB1 coordinates these different processes in multipotent retinal progenitor cells is unknown.

RB1 and the other two Rb family members [P107 (RBL1) and P130 (RBL2)] can directly regulate transcription by binding E2Fs at their cognate promoters (Ishida et al., 2001; Muller et al., 2001; Ren et al., 2002; Weinmann et al., 2001; Cam and Dynlacht, 2003; Wells et al., 2002; Iwanaga et al., 2006). However, the Rb family of proteins may coordinate retinal progenitor cell proliferation and differentiation through direct or indirect epigenetic processes. Indeed, RB1 has been implicated in regulating most major epigenetic processes, including miRNA expression, DNA methylation, histone modification and ATP-dependent chromatin reorganization (Chi et al., 2010; Lu et al., 2007; Benetti et al., 2008; Wen et al., 2008; Bourgo et al., 2009; Gonzalo and Blasco, 2005). Recent studies suggest that RB1 inactivation leads to epigenetic changes in key cancer and differentiation pathways in the developing retina (McEvoy et al., 2011; Zhang et al., 2012).

To study the mechanism of RB1-mediated epigenetic regulation of cell proliferation, differentiation and survival, we have focused on BRG1 (SMARCA4), which is an ATPase subunit of the SWI/SNF complex involved in nucleosome mobilization during development and tumorigenesis (Dunaief et al., 1994). BRG1 can bind all three Rb family members (Dunaief et al., 1994), and genetic analysis of human tumors has suggested that *BRG1* is a tumor suppressor (Reisman et al., 2009; Medina et al., 2008; Rodriguez-Nieto et al., 2011; Hargreaves and Crabtree, 2011). For example, it was reported that a subgroup of patients with childhood medulloblastomas had recurrent mutations in *BRG1* (Robinson et al., 2012). In addition, *Brg1* heterozygous mice are prone to forming epithelial tumors, and several types of lung cancer cell lines exhibit frequent inactivating mutations in *BRG1* (Dunaief et al., 1994; Medina et al., 2008).

Importantly, BRG1 has been linked to progenitor cell proliferation, differentiation and survival in a variety of organs (e.g. the heart), the central nervous system and T cells (Hang et al., 2010; Matsumoto et al., 2006; Wurster and Pazin, 2008). For example, deletion of *Brg1* in embryonic mouse cardiomyocytes contributes to heart defects that cause embryonic lethality (Hang et al., 2010). The myocardium in *Brg1*-deficient embryos is thin and compact, yet there was no evidence of increased cell death. Instead, reduced proliferation and premature differentiation of *Brg1*-deficient cardiomyocytes suggest that Brg1 is required to maintain these cells in an immature state (Hang et al., 2010). Similarly, in the developing mouse cortex, inactivation of *Brg1* leads to a dramatic reduction in tissue size (Matsumoto et al., 2006). The pool of proliferating progenitor cells is rapidly depleted as the cells prematurely differentiate. However, in contrast to the developing heart, at least a subset of *Brg1*-deficient neurons die shortly after they exit the cell cycle, suggesting that Brg1 plays a role in maintaining the pool of progenitor cells and promoting survival of a subset of differentiated neurons (Matsumoto et al., 2006).

Brg1 and other BAF-associated proteins are expressed in murine retinal progenitor cells and differentiated retinae (Lamba et al., 2008). Here, we explore the role of Brg1 in murine retinal development and retinoblastoma. We found that when Brg1 was inactivated in the developing mouse retina, there was a significant reduction in retinal and eye size and a dramatic disruption in retinal lamination. The microphthalmia in *Brg1*-deficient retinae was caused by a combination of cell death and lengthening of the cell cycle. Retinal cell fate specification was normal in *Brg1*-deficient retinae, but defects in rod and cone photoreceptor differentiation led to retinal degeneration. We demonstrate that genes involved in cell proliferation, adhesion, polarity and photoreceptor differentiation are direct targets of Brg1 in the developing retina. In addition, we show that despite the increased cell death and cell cycle length caused by *Brg1* deficiency, Brg1 is a tumor suppressor in retinoblastoma.

## RESULTS

### *Brg1*-deficient retinae are hypocellular

To explore the role of *Brg1* in retinal development, we generated *Chx10-Cre;Brg1^Lox/Lox^* mice (*Chx10* is also known as *Vsx2*). The *Chx10-Cre* transgene was expressed in retinal progenitor cells throughout development in a mosaic pattern, providing adjacent wild-type and *Brg1*-deficient stripes that spanned all three cellular layers of the retina (Rowan and Cepko, 2004) (Fig. S1). In postnatal day (P) 12 *Chx10-Cre;Brg1^Lox/Lox^;Rosa-YFP* retinae, 89±4% of GFP^+^ cells that had undergone Cre-mediated recombination lacked Brg1 protein as visualized by immunofluorescence (Fig. S1). At embryonic day (E) 14.5, the retinae in the *Chx10-Cre;Brg1^Lox/Lox^* mice were slightly smaller than those in *Chx10-Cre;Brg1^Lox/+^* or *Chx10-Cre;Brg1^+/+^* littermates (Fig. 1A; data not shown). This reduced size was more pronounced at P0 and P4 (Fig. 1A). To determine whether the reduced eye and retinal sizes were due to increased apoptosis, we immunostained E14.5, P0 and P4 retinal cryosections with an antibody specific for activated caspase-3. Scoring the proportion of activated caspase-3^+^ cells, we found an increase in the *Chx10-Cre;Brg1^Lox/Lox^* retinae at all stages (Fig. 1B; data not shown). However, statistical significance was achieved only in P4 retinae (0.1±0.2% for control and 0.6±0.2% for *Brg1* deficient; *P*=0.01). To test whether p53 (Trp53) contributed to the increase in apoptosis in *Brg1*-deficient retina, we generated *Chx10-Cre;Brg1^Lox/Lox^;p53^Lox/Lox^* mice*.* The eye size and level of apoptosis in these retinae were indistinguishable from those of *Chx10-Cre;Brg1^Lox/Lox^* retinae (data not shown).

**Fig. 1.**
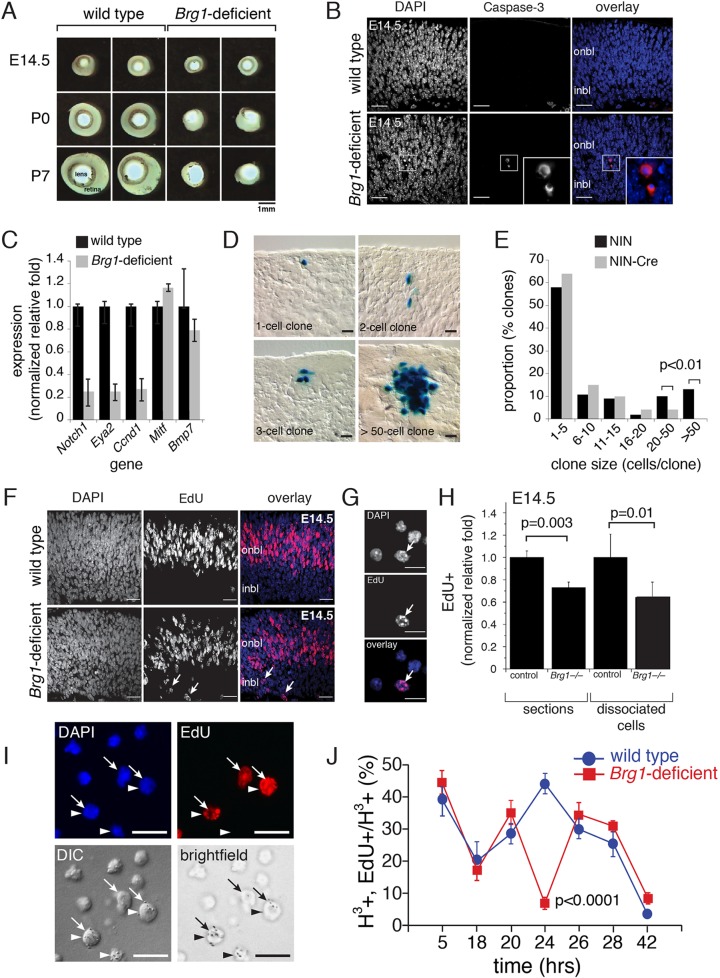
**Brg1-deficient retinae are hypocellular.** (A) Isolated mouse retinae with lens. (B) Micrographs of activated caspase 3 immunofluorescence (red) of E14.5 retinal cryosections, with DAPI nuclear counterstaining (blue). (C) Quantitative real-time PCR analysis using TaqMan probes for E14.5 retinae. Each bar is the mean and s.d. of replicate PCR from triplicate samples. (D) Retinal cryosections stained with X-gal showing clones of cells derived from single retinal progenitor cells infected with a replication-incompetent retrovirus expressing nuclear β-galactosidase. (E) The proportion of clones for each clone size for wild-type (NIN) and Brg1-deficient (NIN-Cre) retinae. (F) EdU staining (red) of E14.5 retinal cryosections, with DAPI nuclear counterstaining (blue). (G) Dissociated cells stained with EdU (red) and DAPI (blue). (H) The proportion of EdU^+^ cells from retinal sections and dissociated cell scoring at E14.5. (I) EdU staining (red) with DAPI nuclear countertstain (blue) and detection of [^3^H]-thymidine in overlaid autoradiographic emulsion (DIC and brightfield images). Arrows indicate EdU^+^ cells and arrowheads indicate [^3^H]-thymidine^+^ cells. (J) The proportion of EdU^+^ cells among [^3^H]-thymidine^+^ cells at each time point for wild-type and Brg1-deficient retinae. DIC, differential interference contrast. Scale bars: 25 µm in B,D,F; 10 µm in G,I.

Next, we analyzed the expression of *Ccnd1*, *Notch1* and *Eya1* by qPCR using TaqMan probes. All three of these retinal progenitor cell genes were significantly reduced in the *Brg1-*deficient retinae at E14.5, but *Mitf* (retinal pigment epithelium) and *Bmp7* (ciliary body, iris) were not (Fig. 1C). To analyze the clonal expansion of individual retinal progenitor cells during retinogenesis, we indelibly marked single retinal progenitor cells by infecting E14.5 retinal explants with replication-incompetent retroviruses. Each clone derived from an individual retinal progenitor cell was reconstructed from serial sections, and the number of cells per clone was scored as described previously (Fig. 1D) (Zhang et al., 2004; Dyer and Cepko, 2000; Dyer et al., 2003). The proportion of large clones (>20 cells per clone) derived from retinal progenitor cells lacking *Brg1* was significantly reduced (*P*<0.01; Fig. 1E).

The results from the clonal analysis combined with the reduced retinal size suggested that either the cell cycle exit was premature or the cell cycle was lengthened in the absence of *Brg1*. To measure the proportion of cells in S-phase in wild-type retinae and *Brg1*-deficient retinae, we performed a 1-h EdU pulse-labeling experiment at E14.5 and calculated the proportion of EdU^+^ cells in retinal cryosections and dissociated cells. The proportion of EdU^+^ cells was significantly less in the *Brg1-*deficient retinae (*P*=0.003 for retinal sections and *P*=0.01 for dissociated cells; Fig. 1F-H).

To test whether the overall cell cycle length increased in retinal progenitor cells from *Brg1*-deficient retinae, we performed a double-labeling experiment with P0 wild-type and *Brg1*-deficient retinae. Retinae were pulsed with [^3^H]-thymidine for 1 h. Then, at several time points over 42 h, the retinae were labeled for 1 h with EdU. The tissue was dissociated, plated on glass slides, immunostained for EdU, overlaid with autoradiographic emulsion to detect the [^3^H]-thymidine, and processed (Fig. 1I). We scored the proportion of Edu^+^ among [^3^H]-thymidine^+^ cells at each time point to monitor the progression of retinal progenitor cells through the cell cycle. Twenty-four hours after the initial [^3^H]-thymidine labeling, the proportion of cells that were positive for both EdU and [^3^H]-thymidine was significantly reduced (*P*<0.0001) in the *Brg1*-deficient retinae (Fig. 1J). These data are consistent with previous estimates of 16 to 24 h for murine retinal progenitor cell cycle length at P0 (Alexiades and Cepko, 1996). However, by 26 h, the *Brg1*-deficient retinal progenitor cells entered a second round of S-phase, similar to their wild-type counterparts. More importantly, these data suggest that cell cycle progression is delayed in the absence of Brg1.

### Brg1 is required for photoreceptor differentiation

To determine whether Brg1 is required for retinal cell fate specification and/or differentiation, we scored the proportion of rods, cones, Müller glia, amacrine, horizontal, and bipolar cells in wild-type and *Brg1-*deficient retinae. Individual retinae were dissociated, plated on glass slides, and immunostained using antibodies specific for each of the retinal cell types (Fig. 2A,B; data not shown). Cells (*n*=250) were scored in duplicate for each antibody on at least three independent retinae at P12 and P21 (Fig. 2C,D). At P12, the proportion of immunopositive cells did not differ significantly (Fig. 2C). However, by P21, the proportion of cells immunopositive for markers of photoreceptors, Müller glia, and horizontal neurons was significantly reduced (*P*<0.01; Fig. 2D). These data were validated by qPCR (Fig. S2). The observed increase in Gfap^+^ Müller glia cells was consistent with reactive gliosis (Fig. 2D).

**Fig. 2.**
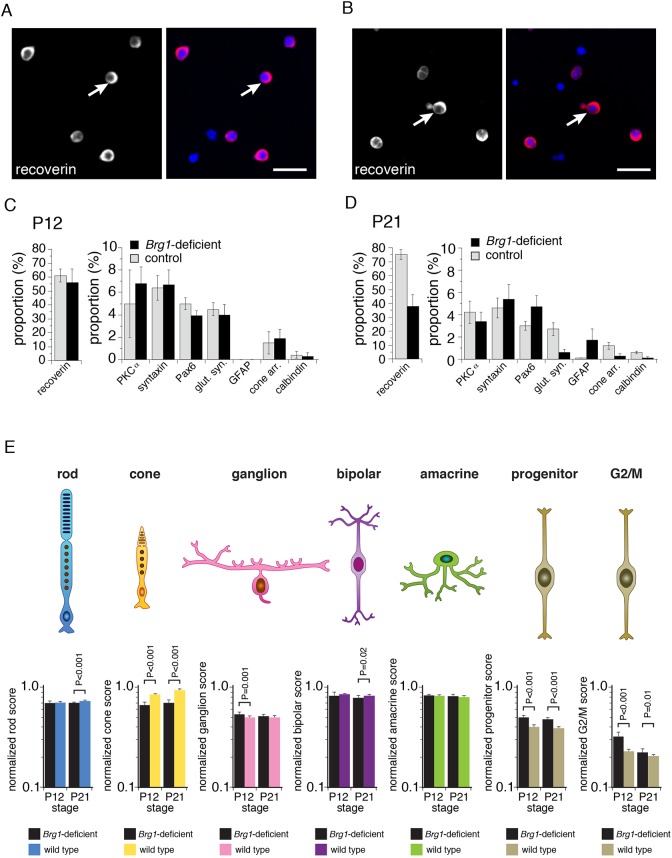
**Cell fate specification and differentiation in Brg1-deficient retinae.** (A,B) Dissociated cells immunostained for recoverin expression (red) with DAPI nuclear counterstain (blue) in P12 wild-type and Brg1-deficient retinae. Arrows indicate representative recoverin-immunopositive cells. (C,D) The proportion of cells immunopositive for cell type-specific markers at P12 and P21. Each bar represents the mean and s.d. of scoring of 250 cells in duplicate across triplicate samples. (E) Histograms of normalized cell type-specific gene expression signature scoring at P12 and P21 for wild-type and Brg1-deficient retinae from gene expression array analysis. Scale bars: 10 µm.

To extend these data, we isolated RNA from wild-type and *Brg1-*deficient retinae and performed gene expression array analysis (*n*=25 arrays) (Table S1). The only significantly downregulated pathways at P12 and P21 in *Brg1*-deficient retinae were related to photoreceptor differentiation and function (Table S1, Fig. S2). The photoreceptor genes were downregulated at P12 before the photoreceptors were lost at P21; thus, Brg1 may be required for photoreceptor maturation during neonatal retinogenesis.

None of the pathways was significantly upregulated at P12; however, at P21 the pathways implicated in lens development, inflammation, and the adaptive immune response were significantly upregulated (Table S1). To determine whether gene expression profiles for particular cell types were altered at P12 or P21, we used the cell type signatures of retinal progenitor cells, rod photoreceptors, cone photoreceptors, amacrine cells, ganglion cells, and Müller glia (Table S2), as described previously (McEvoy et al., 2011; Trimarchi et al., 2008; Cherry et al., 2009; Roesch et al., 2008). We also analyzed a group of previously characterized genes that regulate the G2/M-phase of the cell cycle in retinal progenitor cells to compare the proliferation signature in the wild-type and *Brg1*-deficient retinae at P12 and P21 (Table S2). The largest differences were decreases in the photoreceptor signatures at P21 and increases in the retinal progenitor and G2/M signatures at P12 (Fig. 2E, Table S3).

### *Brg1*-deficient retinae exhibit defects in retinal lamination

Among the differentially expressed genes with at least a 4-fold change in gene expression, Wnt inhibitory factor 1 (*Wif1*) was the only one that was upregulated at both P12 and P21 in the *Brg1*-deficient retinae (Fig. 3A, Table S1). This increase in *Wif1* expression was validated by qPCR analysis at E14.5, P0 and P12 (Fig. 3B). Wif1 is a secreted protein that antagonizes WNT signaling by sequestering WNTs (Malinauskas et al., 2011). Importantly, the defects in eye and retinal size in *Brg1*-deficient mice were very similar to those described previously when β-catenin (*Ctnnb1*) was conditionally inactivated in the developing retina (Fu et al., 2006). In addition to hypocellularity, *Ctnnb1*-deficient retinae had defects in retinal lamination, which were consistent with perturbations in cell adhesion and/or cell polarity (Fu et al., 2006).

**Fig. 3.**
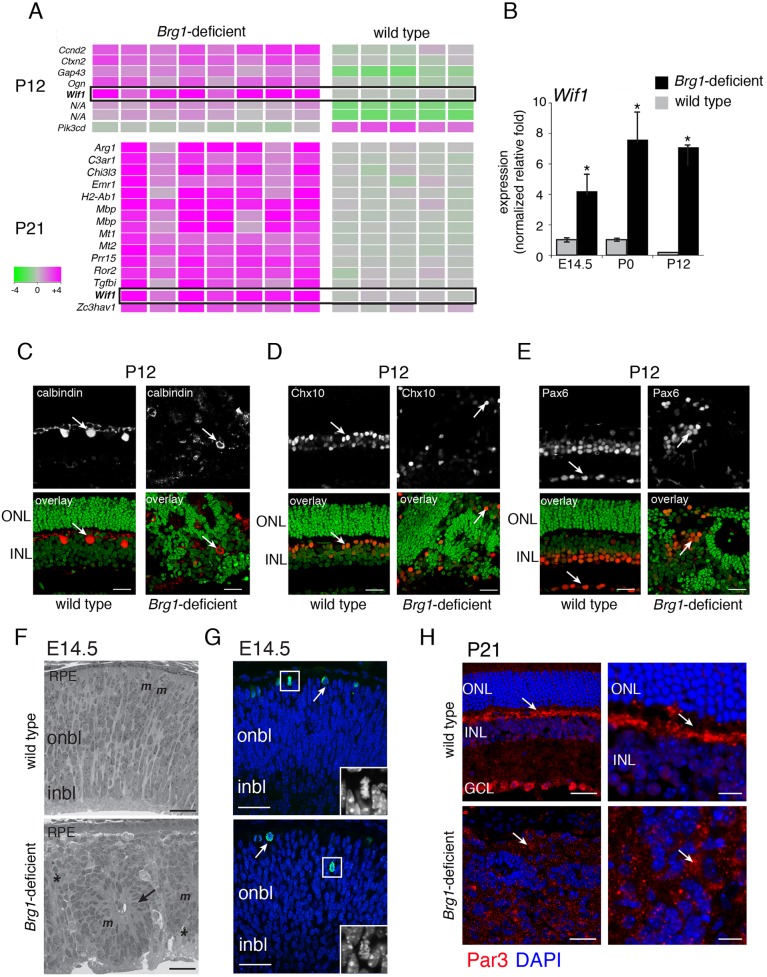
**Brg1-deficient retinae have defects in retinal lamination.** (A) Heat map of gene expression array analysis for P12 and P21 wild-type and Brg1-deficient retinae. Each column is a biological replicate. (B) Quantitative PCR analysis of *Wif1* expression using TaqMan probes. Each bar is the mean and s.d. of duplicate PCR reactions from triplicate samples. *P<0.05. (C-E) Immunofluorescent staining of calbindin, Chx10 and Pax6 (red) of P12 wild-type and Brg1-deficient retinae, with green nuclear counterstain. Arrows indicate immunopositive cells. (F) Brightfield micrograph of Toluidine Blue-stained section of wild-type and Brg1-deficient retinae. *m*, mitotic figure; asterisks, dying cells; arrow, rosette. (G) Wild-type (top) and Brg1-deficient (bottom) E14.5 retinal cryosections stained for pH3 (red) and with nuclear counterstain (blue). Arrows indicate pH3-immunopositive cells. A representative mitotic cell is magnified in the inset. (H) Wild-type and Brg1-deficient retinal sections immunostained for Par3 (red) and with DAPI (blue) at P21. Arrows indicate localization of Par3 immunofluorescence. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer; onbl, outer neuroblastic layer; inbl, inner neuroblastic layer; RPE, retinal pigment epithelium. Scale bars: 25 µm.

To determine whether *Brg1-*deficient retinae also have defects in retinal organization, we immunostained P12 retinal cryosections using antibodies against rhodopsin, recoverin, calbindin, PKC-α (Prkca), Chx10, Pax6, cone arrestin, glutamine synthetase and syntaxin. The retinal lamination of *Brg1-*deficient retinae was extensively disrupted (Fig. 3C-E; data not shown). The earliest stage we analyzed was E14.5; retinal lamination was disrupted then and throughout the subsequent developmental stages examined (Fig. 3F). During retinal development, retinal progenitor cells undergo interkinetic nuclear migration, whereby the M-phase occurs at the apical surface and the S-phase occurs at the basal surface. We immunostained E14.5 retinae using an antibody against phospho-histone H3 (pH3). This antibody labeled mitotic cells in the M-phase of the cell cycle. In wild-type embryos, the pH3^+^ cells were found in their expected position at the apical edge of the retinae, but in *Brg1*-deficient retinae some were displaced to inner regions of the outer neuroblastic layer (Fig. 3G). Additionally, we examined the integrity of the apical retina upon loss of *Brg1* by assessing the expression of a group of proteins that are associated with adherens junctions [ZO-1 (Tjp1), aPKC-λ (Prkci) and γ-tubulin] localized to that region of the retina. In *Brg1*-deficient retinae, the apical localization of ZO-1, aPKC-λ and γ-tubulin was disrupted (Fig. S3).

The defect in retinal lamination in *Ctnnb1*-deficient retinae was associated with abnormal expression and localization of N-cadherin (cadherin 2), F-actin, Par3 (Pard3) and Par6 (Pard6a) (Fu et al., 2006). Immunostaining of retinal sections from wild-type and *Brg1*-deficient retinae gave similar results (Fig. 3H, Fig. S3; data not shown). Transmission electron micrographs of E14.5 *Chx10-Cre;Brg1^Lox/Lox^* retinae revealed extensive disorganization of retinal lamination in the developing retina and the presence of dying cells in the mature retina (Figs S3-S5). The nuclei of retinal progenitor cells undergoing interkinetic nuclear migration have an elongated morphology along the apical-basal axis due to their apical-basal polarity (Fig. S2). To determine whether there was a defect in apical-basal polarity of retinal progenitor cells, we calculated the relative differences in length versus width of elongated nuclei in wild-type and *Brg1*-deficient E14.5 retinae. We traced ten representative long nuclei and ten representative round nuclei and calculated their shape factor (largest diameter/smallest diameter; Fig. S2). The elongated nuclei were approximately twice as long as they were wide. Using these criteria, we scored the proportion of elongated nuclei in two independent fields of duplicate E14.5 retinae for wild-type and *Brg1*-deficient embryos (*n*=924 nuclei). There were significantly more (*P*=0.0013) elongated nuclei in wild-type (85±4.4%) than in *Brg1*-deficient (52±11%) E14.5 retinae (Fig. S2). These data are consistent with the hypothesis that inactivation of *Brg1* leads to a defect in retinal progenitor cell polarity.

### Brg1 regulates retinal lamination through epigenetic mechanisms

To gain additional insight into the molecular mechanism underlying retinal laminar deficiencies in *Brg1*-deficient retinae, we extended our gene expression array analysis to E14.5 and P0. Four genes (*Cep192*, *Mid1*, *Pvrl3* and *Lman1*) were downregulated in E14.5 and P0 *Brg1-*deficient relative to wild-type retinae (Fig. 4A, Table S4). *Lman1* and *Pvrl3* encode transmembrane proteins (Hao et al., 2014; Zheng et al., 2013, 2010; Takai et al., 2003a; Shingai et al., 2003; Inagaki et al., 2003; Yasumi et al., 2003; Takai and Nakanishi, 2003), while *Mid1* and *Cep192* coordinate microtubule assembly (Cainarca et al., 1999; Joukov et al., 2014; Sonnen et al., 2013; Moser et al., 2013). Lman1 is thought to regulate the selective transportation of cargo proteins, such as rhodopsin, from the endoplasmic reticulum to the Golgi apparatus in photoreceptors (Hao et al., 2014). However, retinal progenitor cell proliferation and retinal lamination are normal in *Lman1-*deficient mice (Hao et al., 2014), suggesting that downregulation of *Lman1* in *Brg1*-deficient retinae is not the major cause of the microphthalmia and retinal lamination defects in our analyses.

**Fig. 4.**
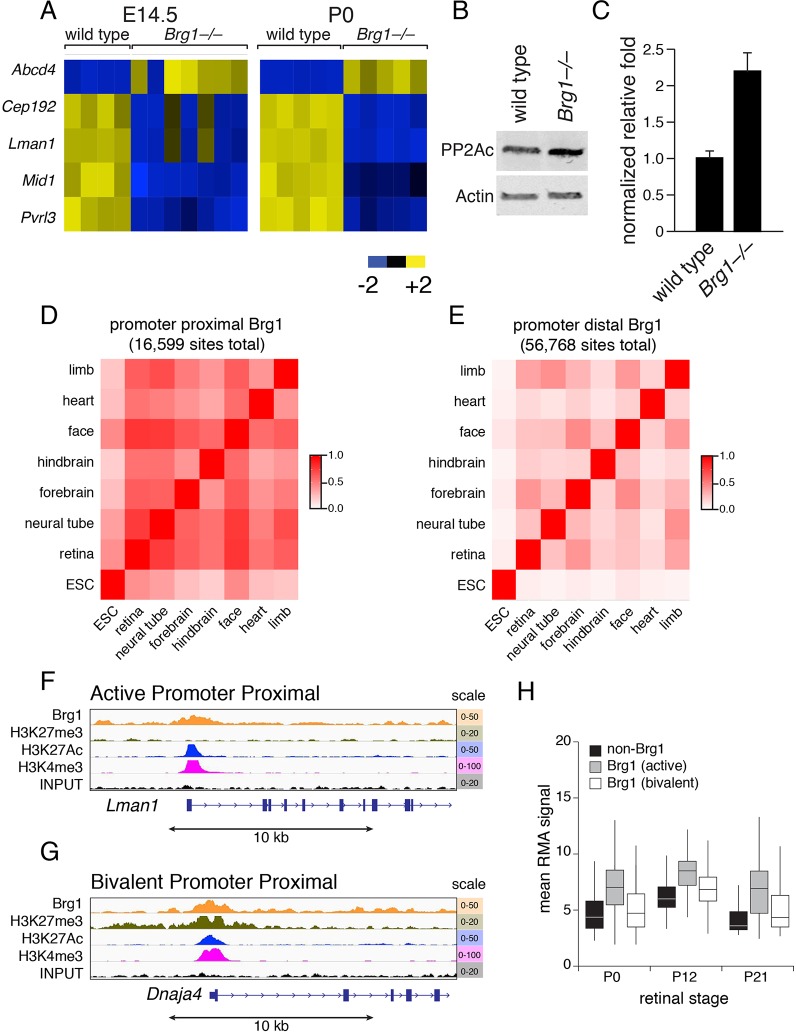
**Brg1 target genes are involved in cell polarity and cell adhesion.** (A) Heat map of gene expression array analysis of five genes dysregulated at E14.5 and P0 in Brg1-deficient retinae. Each column is a biological replicate. (B) Immunoblot of PP2Ac and β-actin expression in wild-type and Brg1 P0 retinae. Actin, loading control. (C) Quantitation of PP2Ac protein expression from duplicate samples. Each bar is the mean and s.d. of PP2Ac expression normalized to β-actin expression. (D) Heat map of correlation for promoter-proximal Brg1 ChIP peaks across different tissues. Promoter-proximal sites are within 1 kb of the transcriptional start site of a gene. (E) Heat map of correlation for promoter-distal Brg1 ChIP peaks across different tissues. (F) Representative ChIP-Seq traces for an active promoter-proximal site. (G) Representative ChIP-Seq traces for a bivalent promoter-proximal site. (H) Box plot of expression of Brg1 target genes with active or bivalent epigenetic marks at P0, P12 and P21. ESC, embryonic stem cell; RMA, robust multiarray average.

*Pvrl3* encodes a cell adhesion protein that is required for the formation of cell-cell junctions in neurons and other cell types (Takai et al., 2003b). Mutations in this gene are associated with congenital ocular defects in the lens and ciliary body in humans (Lachke et al., 2012). *Pvrl3*-deficient mice have microphthalmia and defects in cell adhesion between the pigmented and non-pigmented ciliary epithelial cells of the eye (Inagaki et al., 2005). Lamination is normal in the *Pvrl3*-deficient mouse retina, and it has been proposed that the microphthalmia is a secondary effect of perturbations in the formation of vitreal humor due to the defects in the ciliary epithelium (Inagaki et al., 2005). Cep192 orchestrates a signaling cascade that is required for centrosome maturation and bipolar spindle assembly during mitosis (Kim and Dynlacht, 2013). Downregulation of Cep192 in *Brg1*-deficient retinae might perturb the coordination of interkinetic nuclear migration and the timing of S-phase and M-phase in the developing retina. This is consistent with the longer cell cycle length in the *Brg1-*deficent retinal progenitor cells and the defect in apical localization of M-phase initiation.

Mutations in the *MID1* gene in humans cause X-linked Opitz/BBB syndrome, which is characterized by abnormal closure of midline structures during development (Quaderi et al., 1997). MID1 is an E3 ubiquitin ligase associated with microtubules throughout the cell cycle as part of a large multiprotein complex (Cainarca et al., 1999). In chick neural crest, Mid1 can affect cranial neural crest cell migration and matrix remodeling (Latta and Golding, 2012). One target of Mid1 is the phosphatase PP2Ac (Ppp2c), which regulates microtubule organization and tight junction formation (Kurimchak and Grana, 2012a,b; Nunbhakdi-Craig et al., 2002). Consistent with the hypothesis that Mid1 negatively regulates PP2Ac protein levels by ubiquitin-mediated proteolysis, we found that PP2Ac protein levels were elevated in the *Brg1-*deficient retinae at P0 (Fig. 4B,C).

Only one gene (*Abcd4*) was upregulated in *Brg1*-deficient retinae at both E14.5 and P0 (Fig. 4A, Table S4). Mutations in *ABCD4* can cause cobalamin C disease due to failure to release vitamin B_12_ from lysosomes (Coelho et al., 2012). Vitamin B_12_ is important for retinal homeostasis; progressive retinal degeneration has been reported in infants and young children with cobalamin C disease (Schimel and Mets, 2006).

Brg1 can bind active and repressive regulatory sequences in a tissue-specific manner (Attanasio et al., 2014). To determine whether any of the genes that are dysregulated in the *Brg1*-deficient retinae have adjacent Brg1 binding sites, we used the *Brg1-FLAG* knock-in mouse strain developed by Attanasio et al. (2014). P0 retinae from *Brg1-FLAG* pups were fixed in formaldehyde, and chromatin was prepared for anti-FLAG ChIP-Seq analysis. 

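Anti-FLAG ChIP-Seq of P0 retinae from Brg1-FLAG knock-in pups, whose own Brg1 gene carries a FLAG tag, gave 1 library. Histone ChIP-Seq of wild-type retinae gave 2 libraries for H3K27Ac and 2 for H3K4me3 at each of P0, P14 and P21, and 1 library for each of these marks at P12. H3K27Ac is found at active promoters and enhancers, and H3K4me3 at promoters. H3K4me1 and H3K27me3 were not analysed here. The authors deposited the peaks called in each library separately, each with its position, its summit, its fold enrichment over background, its −log10 p-value and its −log10 q-value. The weakest peak of a library had a −log10 q-value between 1.31 and 1.51. Fold enrichment depends on the depth and the enrichment of its own library, and the main text does not say how the background was estimated. The number of reads in each library is unknown from the peak lists, so the number of peaks and the length they cover are given in its place. The Brg1-FLAG peaks covered 39.5 Mb. The wild-type H3K4me3 libraries held between 18534 and 24124 peaks, with a median fold enrichment between 16.3 and 27.7. The wild-type H3K27Ac libraries differed more in their number of peaks. Replicate 1 held 17588 peaks at P0, 17433 at P14 and 18718 at P21, whereas replicate 2 held 29304, 50005 and 45833 peaks at these stages, and the P12 library held 47404. Of the replicate 1 H3K27Ac peaks, 97.8% at P0, 99.1% at P14 and 93.8% at P21 overlapped a replicate 2 peak. In the other direction, 50.3%, 27.3% and 37.8% of replicate 2 peaks overlapped a replicate 1 peak. For H3K4me3, 97.6% of P0 replicate 1 peaks overlapped a replicate 2 peak and 89.2% of replicate 2 peaks overlapped a replicate 1 peak. At P14, 95.4% of replicate 2 peaks overlapped replicate 3 and 91.6% of replicate 3 peaks overlapped replicate 2. At P21, 71.0% of the 24124 replicate 1 peaks overlapped replicate 2 and 99.4% of the 18534 replicate 2 peaks overlapped replicate 1.

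**Figure D1:**
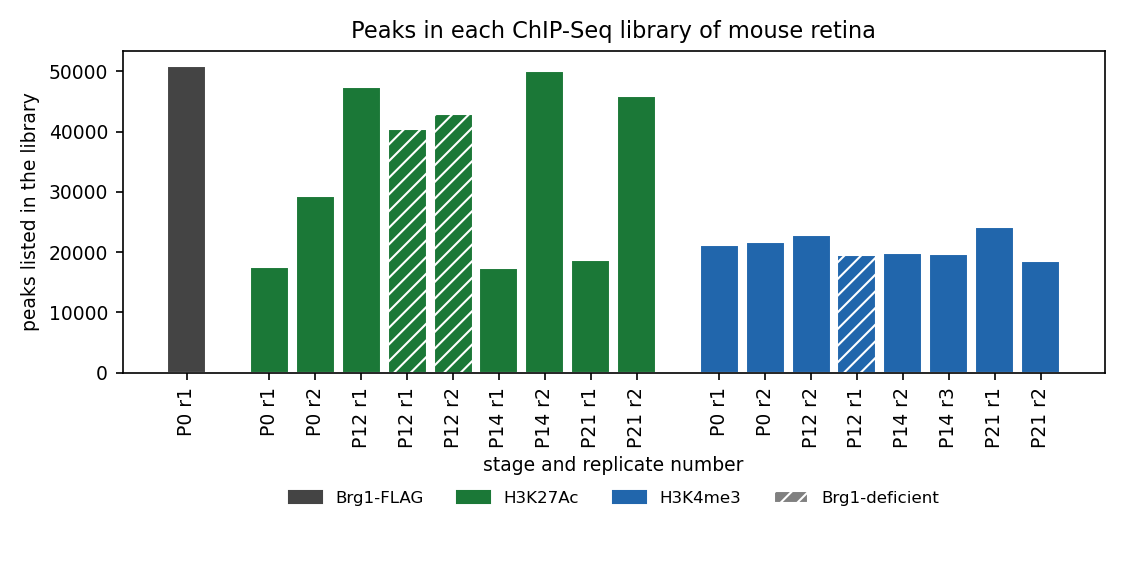
Number of peaks listed in each ChIP-Seq library (y axis) by antibody, stage and replicate number (x axis), with Brg1-deficient libraries hatched. The H3K27Ac replicate 1 libraries of P0, P14 and P21 hold 17588, 17433 and 18718 peaks, fewer than replicate 2 of the same stage, and the H3K4me3 libraries of all stages lie between 18534 and 24124.

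Peaks were taken as overlapping when they shared at least 1 bp, and a Brg1 peak was counted as carrying a histone mark when it overlapped a peak in both replicates of that mark. Positions are as the peak lists give them. The last peak on chromosome 1 ends at position 197068264, past the last gene of the GRCm38 annotation at 195291439, so the lists are on another genome build. No annotation of that build was used here, and peaks were therefore not assigned to transcription start sites or genes.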

To relate the Brg1 binding domains and alterations in gene expression to transcriptionally active, repressed or bivalent chromatin domains in the retina, we also performed ChIP-Seq and gene expression array analysis on wild-type retina at P0, P12-14 and P21 using antibodies against H3K4me3, H3K4me1, H3K27Ac and H3K27me3.

In a previous study using a *Brg1-FLAG* knock-in mouse strain, the authors identified 55,967 Brg1 peaks across diverse tissue samples (embryonic heart, limb, hindbrain, forebrain, neural tube, face and embryonic stem cells) (Attanasio et al., 2014). In that study, among the 55,967 Brg1 peaks, 26% (14,513) were defined as promoter proximal, falling within 1 kb of an annotated RefSeq gene or transcriptional start site from the UCSC database (Attanasio et al., 2014). All other peaks were considered promoter-distal sites and many of those fell within evolutionarily conserved regulatory regions. Using the same criteria, we identified 47,902 Brg1 peaks in the P0 retinae, 34% (16,428) of which were promoter proximal. 

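The P0 Brg1-FLAG library held 50861 peaks on chromosomes 1 to 19 and X, and no peak overlapped its neighbour. The peaks had a median length of 523 bp and a median fold enrichment of 4.28, with a range from 1.79 to 35.7. The number was the same after merging peaks that overlapped or touched. Keeping the 50% of peaks with the highest −log10 q-value left 25430. There was 1 Brg1-FLAG library, so the number of peaks has no replicate error. The division into promoter-proximal and promoter-distal peaks was not repeated here.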

Next, we combined our retinal ChIP data with the previously published datasets and analyzed the overlap in promoter-proximal and promoter-distal sites across tissues and cell types (Fig. 4D,E, Table S5). Overall, the promoter-proximal sites were more highly conserved across tissues and the overlap in Brg1 peaks from P0 retina was highest with the E9.5 face (80%) and E9.5 neural tube (77%) (Fig. 4E, Table S5). Among the 16,428 promoter-proximal Brg1 peaks, 88% (14,468) also had overlapping H3K4me3 and H3K27Ac peaks suggesting that they are active promoters (Fig. 4F, Table S6). By contrast, only 17% (2731) of Brg1 peaks in P0 retina promoter-proximal sites have overlapping H3K4me3 and H3K27me3 consistent with bivalency (Fig. 4G, Table S7). 

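Over all 50861 Brg1 peaks, without the division by transcription start sites, 12158 overlapped both H3K4me3 and H3K27Ac peaks called in both P0 replicates. This was 23.9% of Brg1 peaks (Wilson 95% interval 23.5 to 24.3%, which covers counting error only). A further 6959 Brg1 peaks (13.7%) overlapped H3K4me3 without H3K27Ac. The Brg1 peaks with both marks had a median fold enrichment of 6.06 and a median length of 903 bp. Those with H3K4me3 and without H3K27Ac had a median fold enrichment of 4.48 and a median length of 538 bp. Some of the latter overlapped an H3K27Ac peak in 1 replicate. When a peak in either replicate was enough, 4730 Brg1 peaks had H3K4me3 without H3K27Ac. The number of Brg1 peaks with both marks depended on the replicate used, which was changed for both marks together. With replicate 1 of each mark alone 12272 Brg1 peaks carried both marks, and with replicate 2 alone 15691 did. When a peak in either replicate was enough, the number was 15864 (31.2%). Seen from the histone marks, 71.7% of H3K4me3 peaks in replicate 1 and 70.3% in replicate 2 overlapped a Brg1 peak at P0. For H3K27Ac these shares were 86.1% in replicate 1 and 75.3% in replicate 2. From the overlap of promoter-proximal Brg1 peaks with H3K4me3 and H3K27Ac, the paper proposes that they are active promoters (Fig. 4F).

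**Figure D2:**
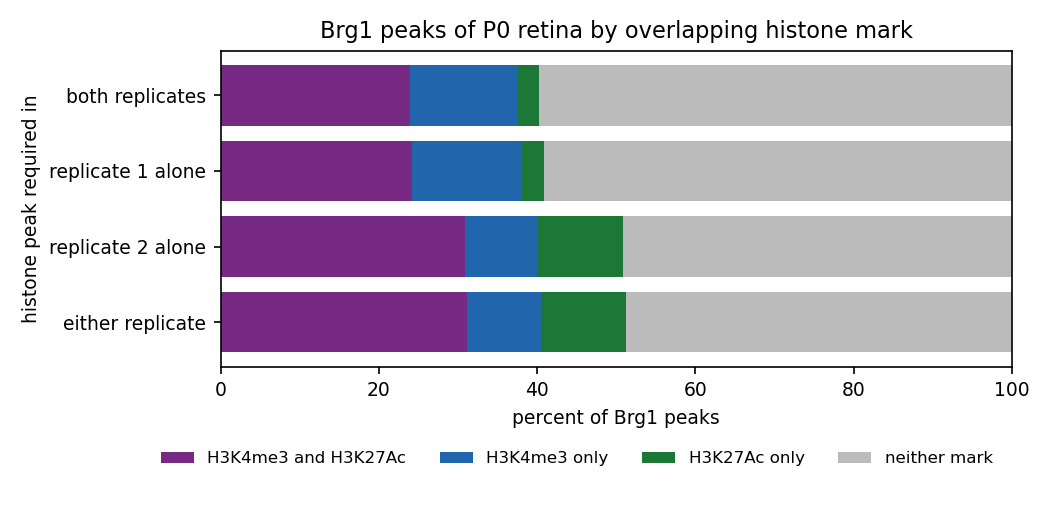
Percent of the 50861 Brg1 peaks of P0 retina (x axis) that overlap H3K4me3 and H3K27Ac, H3K4me3 only, H3K27Ac only or neither mark, for 4 rules on the replicate in which the histone peak is required (y axis). The share with both marks is 23.9% when both replicates are required and 31.2% when either is enough, and the share with neither mark is 59.7% and 48.7%.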

We also analyzed the expression of the Brg1 target genes with active or bivalent epigenetic promoter-proximal marks at P0, P12 and P21 and showed a correlation between the epigenetic state and gene expression (Fig. 4H).

For the promoter-distal sites we identified five categories as defined previously (Attanasio et al., 2014). Active Brg1 sites accounted for 13% (4099) of the P0 retinal peaks and had overlapping H3K27Ac and H3K4me1 peaks (Fig. 5A,B). 

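Of all Brg1 peaks, 13530 (26.6%, Wilson 95% interval 26.2 to 27.0%) overlapped H3K27Ac peaks called in both P0 replicates. Most of these also overlapped H3K4me3. The Brg1 peaks with H3K27Ac and without H3K4me3 numbered 1372 (2.70%, interval 2.56 to 2.84%). They had a median fold enrichment of 6.19 and a median length of 1473 bp, against 6.06 for Brg1 peaks with both marks. When a peak in either replicate was enough, the medians were 4.74 and 5.62, so the order of these classes depended on the replicate rule. The number of peaks in this class also depended on the replicate used, again changed for both marks together. It held 1403 Brg1 peaks with replicate 1 alone, 5513 with replicate 2 alone and 5485 (10.8%) when a peak in either replicate was enough. When the Brg1 or the histone peak had to be covered by at least 50%, it held 1313. H3K4me1, the other mark that defines the active class, was not used here, and promoter-proximal peaks were not removed.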

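Brg1 peaks that overlapped neither H3K27Ac nor H3K4me3 peaks of both P0 replicates were the largest class, with 30372 of 50861 peaks (59.7%, Wilson 95% interval 59.3 to 60.1%). Requiring the absence of a peak in either replicate left 24782 (48.7%, interval 48.3 to 49.2%). The 30372 peaks were weaker and shorter than the others, with a median fold enrichment of 3.94 and a median length of 438 bp. Among the 50% of Brg1 peaks with the highest −log10 q-value, 41.0% (10435 of 25430) overlapped neither mark, and 39.7% overlapped both. H3K27me3 and H3K4me1 were not used here, so the latent and repressed classes were not separated from these peaks, and promoter-proximal peaks were not removed.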

Bivalent Brg1 sites with overlapping H3K27me3, H3K27Ac and H3K4me1 constituted only 1% (455) of all Brg1 peaks in P0 retinae (Fig. 5C), and isolated Brg1 binding peaks with no overlap of H3K27me3, H3K27Ac or H3K4me1 comprised the largest category accounting for 61% (19,416) (Fig. 5D). Latent Brg1 sites with overlapping H3K4me1 peaks accounted for 18% (5793) of the P0 retinal peaks, while repressed Brg1 sites with overlapping H3K27me3 peaks accounted for 5% (1720) (Fig. 5E,F). The active and bivalent promoter-distal Brg1 binding sites were most similar across tissues (Fig. 5G,H, Table S8).

**Fig. 5.**
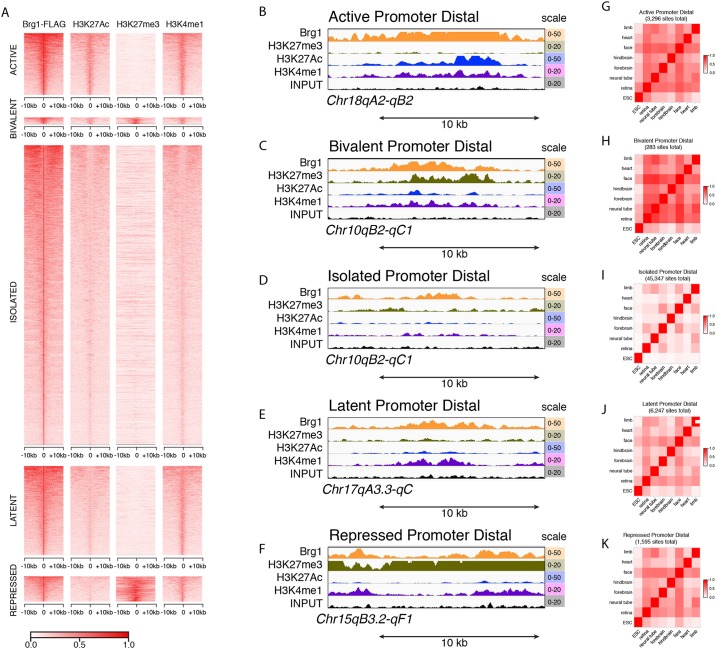
**Identification and characterization of Brg1 promoter-distal sites in P0 retinae.** (A) Each promoter-distal peak for Brg1 is represented by a horizontal line and the intensity represents the number of normalized reads at that position for Brg1, H3K27Ac, H3K27me3 or H3K4me1. All peaks are centered at 0 in the plot and span 10 kb upstream and downstream from the center of the peak. The five classes (active, bivalent, isolated, latent, repressed) of promoter-distal regions are indicated. (B-F) ChIP-Seq traces of genomic regions representative of each type of promoter-distal Brg1 binding site. (G-K) Heat map of correlation for the five types of promoter-distal Brg1 ChIP peaks across different tissues.

To determine if Brg1 binding at P0 influenced gene expression at P14, we determined whether any of the 16,428 promoter-proximal sites at P0 were differentially expressed at P14. We identified 167 Brg1 promoter-proximal genes at P0 that were significantly upregulated (>2-fold difference in gene expression and *P*<0.05) at P14 and identified 62 Brg1 promoter-proximal genes that were significantly downregulated at P14 (Table S9). Pathway analysis using DAVID v6.7 identified neurotransmitter transport as the only significant association (33-fold enrichment; *P*=0.0002, Benjamini-adjusted *P*=0.03) for downregulated genes and this is consistent with the defect in photoreceptor differentiation. Specifically, *Slc17a7* (*VGluT1*) and *Sv2b* are both expressed in photoreceptor terminals and *Rims1* is mutated in cone rod dystrophy type 7 (Phillips et al., 2010; Wang et al., 2003; Johnson et al., 2003; Michaelides et al., 2005). The promoter regions of *Slc17a7* and *Sv2b* where Brg1 binds are repressed at P0 and then become active at P14 and P21 (Fig. 6A,B). These data are consistent with Brg1 playing a role in derepressing the bivalent *Slc17a7* and *Sv2b* promoters during photoreceptor differentiation. However, the *Rims1* promoter is active at P0, P14 and P21 (Fig. S6), so Brg1 might be important for this class of promoters as well. *Pvlr3*, *Cep192* and *Lman1* are similar in epigenetic profiles to *Rims1* (Fig. S7, Fig. 4F). At P0, the *Wif1* and *Mid1* promoters are bivalent (Fig. S8) but, in the absence of Brg1, *Wif1* is upregulated and *Mid1* is downregulated (Fig. 3A,B, Fig. 4A). Acetylation, phosphoproteins and ribosomal genes were the only significantly upregulated pathways in our analysis, with Benjamini-adjusted *P*-values of 3×10^−7^, 4×10^−4^ and 0.001, respectively. There were several retinal genes in these groups, including *Rp9*, *Crabp1* and *Six6.* However, the most striking group of genes in these pathways were associated with the cytoskeleton and cell adhesion (*Tubb2*, *Tubb6*, *Tubb3*, *Mapt*, *Twf2*, *Cfl2*, *Tmsb4x*, *Myl6*, *Arpc3*, *Fnbp1l*, *Cdc42bpg*, *Dynlt1b*, *Vim* and *Rhoj*).

**Fig. 6.**
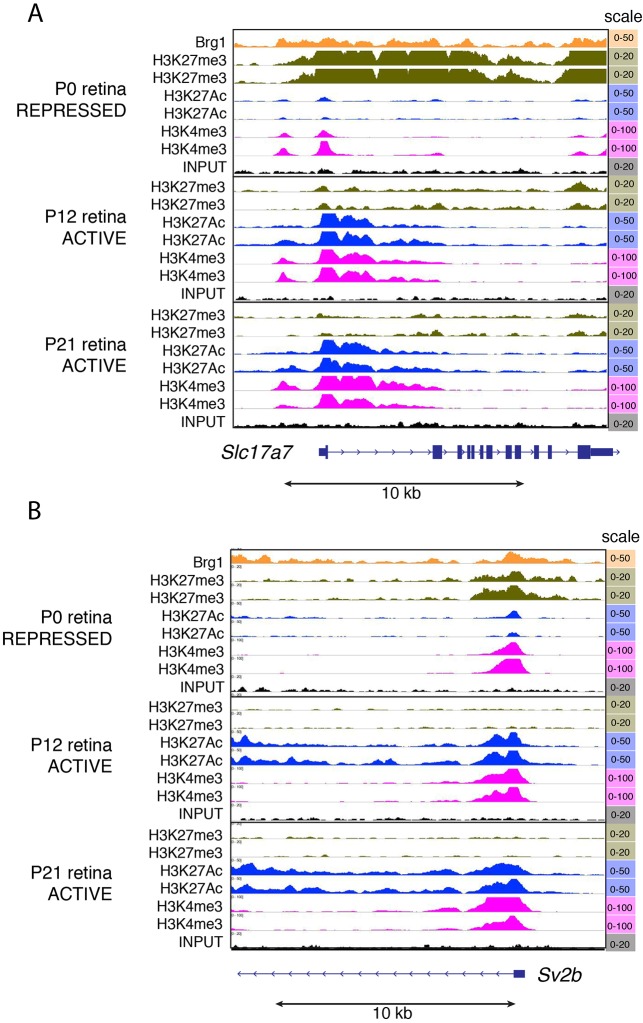
**Brg1-repressed promoters are activated during photoreceptor differentiation.** (A) ChIP-Seq traces for a repressed Brg1 promoter-proximal site in the *Slc17a7* (*VgluT1*) promoter of the P0 retina that is activated at later stages of development (P12-14 and P21). (B) ChIP-Seq traces for a repressed Brg1 promoter-proximal site in the *Sv2b* promoter of the P0 retina that is activated at later stages of development (P12-14 and P21). Both *Slc17a7* and *Sv2b* are downregulated in the P12 and P21 *Brg1*-deficient retinae. Biological duplicate ChIP-Seq is shown for each histone mark at each stage.

To extend our study, we correlated Brg1 binding at the 33,389 promoter-distal Brg1 sites in P0 retinae with changes in gene expression (within 100 kb) at P12. We identified 46 Brg1 promoter-distal genes at P0 that were significantly upregulated (>2-fold difference in gene expression and *P*<0.05) at P12 and identified 27 Brg1 promoter-proximal genes that were significantly downregulated at P14 (Table S9). There was no significant pathway enrichment for the upregulated or downregulated genes.

It has been shown previously that Brg1 can play a role in nucleosome positioning at promoters (Alexander et al., 2015; Hu et al., 2011) and this may alter gene expression. Alternatively, it is possible that the changes in histone modifications that accompany gene activation or repression during development might be altered in *Brg1-*deficient retinae. To distinguish between these possibilities, we performed ChIP-Seq for H3K4me3, H3K27me3 and H3K27Ac in P12 *Brg1*-deficient retinae and compared them with wild-type retinae. 

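The P12 comparison used 1 wild-type and 2 Brg1-deficient H3K27Ac libraries, and 1 wild-type and 1 Brg1-deficient H3K4me3 library. H3K27me3 was not analysed here. The wild-type H3K27Ac library held 47404 peaks covering 33.3 Mb, and the Brg1-deficient libraries held 40465 peaks covering 30.8 Mb and 42887 peaks covering 34.4 Mb. Their median fold enrichments were 4.82, 5.18 and 5.18. For H3K4me3, the wild-type library held 22846 peaks and the Brg1-deficient library 19495, with median fold enrichments of 27.7 and 23.4. The paper describes the Cre transgene as mosaic, so Brg1-deficient retinae also hold cells that keep Brg1. Mice with small eyes were preferred for ChIP-Seq to lower the share of such cells, which is unknown for these libraries. Peaks found in Brg1-deficient libraries may therefore come in part from cells with Brg1. The authors called the peaks in each library separately. With 1 wild-type library per mark, the wild-type spread at P12 is unknown and no test between the genotypes was run. The wild-type P14 libraries were therefore set beside the P12 libraries as a measure of the difference between wild-type libraries, although they also differ in stage. For heights, overlapping peaks of the compared libraries were merged into regions, and each library was given the highest fold enrichment of its peaks in a region. Heights were scaled to the same median over the regions with a peak in every compared library.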

We could not detect any significant differences in the pattern of H3K4me3, H3K27me3 and H3K27Ac in P12 *Brg1*-deficient retinae for the upregulated and downregulated genes. 

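Across the genome, 28585 of the 47404 wild-type P12 H3K27Ac peaks overlapped a peak in both Brg1-deficient replicates (60.3%, Wilson 95% interval 59.9 to 60.7%). In replicate 1 alone 66.6% were found and in replicate 2 alone 72.2%, an SD of 4.00 percentage points. Between the Brg1-deficient libraries themselves, 79.4% of replicate 1 peaks overlapped replicate 2 and 71.0% of replicate 2 peaks overlapped replicate 1. Of the wild-type P12 peaks, 32.3% were found in wild-type P14 replicate 1, which held 17433 peaks, and 80.2% in wild-type P14 replicate 2, which held 50005. The wild-type P12 peaks absent from a Brg1-deficient replicate had a median fold enrichment of 4.02, against 5.89 and 5.63 for those found in replicates 1 and 2. Among the 50% of wild-type P12 peaks with the highest −log10 q-value 88.3% were found in both Brg1-deficient replicates. For H3K4me3, 81.2% of the wild-type P12 peaks were found in the Brg1-deficient library (18546 of 22846, interval 80.7 to 81.7%). In wild-type P14 retinae 81.4% were found in replicate 2 and 84.0% in replicate 3. Among the 50% of wild-type H3K4me3 peaks with the highest −log10 q-value, 99.99% were found in the Brg1-deficient library.
Peak heights were compared at 21112 regions with an H3K27Ac peak in the P12 libraries and in wild-type P14 replicate 2. The SD of the log2 height ratio across regions was 0.52 and 0.51 between wild type and each Brg1-deficient replicate, 0.49 between the Brg1-deficient replicates and 0.54 between wild-type P12 and P14. Heights differed at least 2-fold at 5.59% and 5.26% of regions between the genotypes, at 4.62% between the Brg1-deficient replicates and at 6.60% between wild-type P12 and P14. At 16831 H3K4me3 regions, the SD was 0.50 between wild-type and Brg1-deficient P12 retinae and 0.57 between the P14 replicates. For H3K27Ac, the SD between the genotypes was above that of the Brg1-deficient replicates, the only pair of the same stage and genotype, and below that of wild-type P12 and P14, which also differ in stage. Peaks present in only some of the libraries do not enter these heights. Scaling to the same median would hide a change shared by all regions, and a change at few regions would hardly move the SD. Similar SDs therefore do not show that acetylation was the same.

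**Figure D3:**
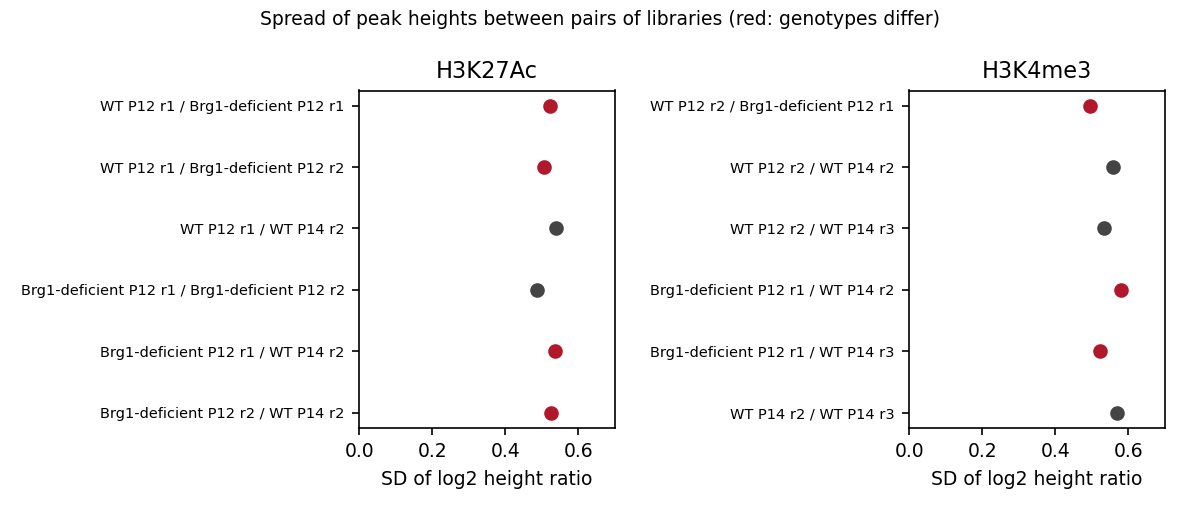
SD across regions of the log2 ratio of scaled peak heights (x axis) for each pair of libraries (y axis), at 21112 H3K27Ac regions (left) and 16831 H3K4me3 regions (right) with a peak in every library shown. Pairs of different genotype are red and pairs of the same genotype dark grey, and both lie between 0.49 and 0.58.

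Some H3K27Ac regions had a peak in wild-type P12 and P14 retinae and in neither Brg1-deficient library, 3059 of 60356 (5.07%), and 817 (1.35%) had the reverse pattern. Pairing each wild-type library with a Brg1-deficient library gave between 642 and 1999 such regions, fewer than the 3059 found only in wild type. When the 40465 strongest peaks of each library were used, the numbers were 1794 and 1276 for the genotypes and between 722 and 1621 for the mixed pairs. The promoters of the upregulated and downregulated genes were not singled out here. For those genes, the paper states that no significant differences were detected.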

Next, we calculated the distance between the +1 and −1 nucleosomes using the H3K27Ac ChIP-Seq data. There was no significant difference in nucleosome positioning between wild-type and *Brg1*-deficient retinae for the genes that were upregulated, but there was a significant difference for those genes that were downregulated, in *Brg1*-deficient P12 retinae (Table S9). Specifically, using the Wilcoxon signed-rank test (paired), we found that the median +1 to −1 nucleosome distance was 589 bp in the wild-type P12 retina, whereas it was 482 bp (*P*=0.018) and 519 bp (*P*=0.044) in the two biological replicates for *Brg1*-deficient retinae.

### Brg1 is a tumor suppressor in retinoblastoma

As described above, conditional inactivation of *Brg1* in the developing mouse retina leads to microphthalmia due to a combination of cell death and lengthening of the cell cycle. Based on these data alone, the inactivation of *Brg1* would be expected to reduce retinoblastoma initiation and/or progression. However, the persistence of immature cells in the postnatal *Brg1*-deficient mouse retina, as seen in electron micrographs and in the expression of progenitor and G2/M genes such as nestin (Fig. 7A), could indicate conditions that have the opposite effect, i.e. of promoting retinoblastoma. Indeed, there are persistent EdU^+^ cells in P6, P12 and P21 *Brg1*-deficient relative to wild-type retinae (Fig. 7B,C; data not shown). To distinguish between these two models of the role of Brg1 in retinoblastoma, we crossed the *Chx10-Cre;Brg1^Lox/Lox^* strain to mice that develop retinoblastoma. First, to determine if inactivation of *Brg1* can prevent tumorigenesis, we compared mice with conditional inactivation of *Rb* (*Rb1*) and *p107* in the developing retina (*Chx10-Cre;Rb^L^^ox/Lox^;p107^−/−^*) with those lacking *Rb*, *p107* and *Brg1* (*Chx10-Cre;Rb^L^^ox/Lox^;p107^−/−^;Brg1^Lox/Lox^*). There was no difference in the proportions of mice that developed retinoblastoma over a 12-month period (Fig. 7D).

**Fig. 7.**
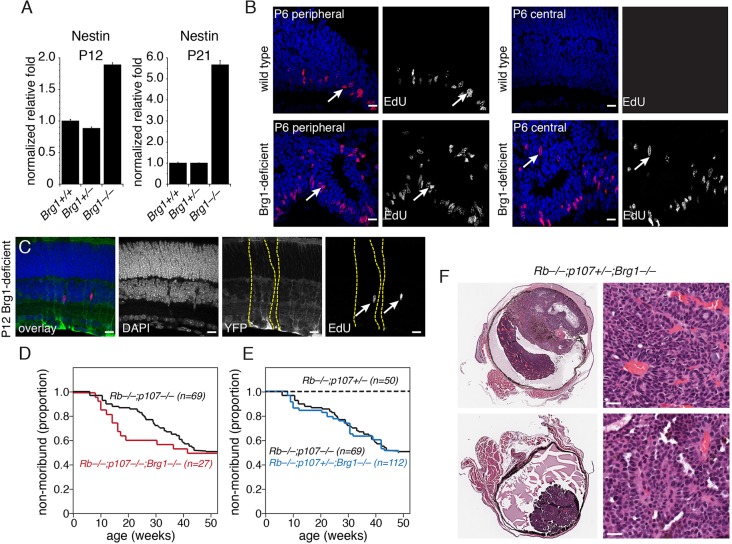
**Brg1 is a tumor suppressor in retinoblastoma.** (A) Quantitative PCR analysis for nestin expression at P12 and P21 using TaqMan probes. Each bar is the mean and s.d. of duplicate PCR reactions in triplicate samples. (B) P6 retinal sections stained for EdU (red) and counterstained with DAPI to label nuclei (blue). Arrows indicate representative immunopositive cells in the central and peripheral retina. (C) P12 *Chx10-Cre;Brg1^Lox/Lox^;Rosa-YFP* retinae. Mosaic regions with Cre-mediated recombination are indicated by green immunofluorescence and EdU^+^ nuclei are indicated by red fluorescence (arrows). Yellow dashed lines indicate the boundaries of the domains where Cre was active and *Brg1* was inactivated. (D,E) Survival curves for genetically engineered mouse models of retinoblastoma with Brg1 conditional inactivation. (F) Retinoblastomas from *Chx10-Cre;Rb^Lox/Lox^;p107^+/−^;Brg1^Lox/Lox^* mice stained with Hematoxylin and Eosin*.* Scale bars: 10 µm in B,C; 25 µm in F.

Next, to determine if *Brg1* inactivation promotes retinoblastoma tumorigenesis, we generated *Chx10-Cre;Rb^L^^ox/Lox^;p107^+/−^;Brg1^Lox/Lox^* mice and compared tumor formation in these animals with that in *Chx10-Cre;Rb^L^^ox/Lox^;p107^+/−^* and *Chx10-Cre;Rb^L^^ox/Lox^;p107^−/−^* mice. The *Chx10-Cre;Rb^L^^ox/Lox^;p107^+/−^* mice did not develop retinoblastoma during the first year of life. However, the *Chx10-Cre;Rb^L^^ox/Lox^;p107^+/−^* mice lacking *Brg1* developed retinoblastoma at a similar frequency to that seen in *Chx10-Cre;Rb^L^^ox/Lox^;p107^−/−^* mice (Fig. 7E). These results are consistent with the hypothesis that the persistence of retinal progenitor cells in *Brg1*-deficient retinae contributes to retinoblastoma, despite the microphthalmia phenotype.

We also compared the gene expression profiles of the retinoblastomas from *Chx10-Cre;Rb^L^^ox/Lox^;p107^+/−^;Brg1^Lox/Lox^* (*n*=7) with that from *Chx10-Cre;Rb^L^^ox/Lox^;p107^−/−^* (*n*=20) mice. Pathway analysis of the genes expressed in the *Brg1*-deficient tumors identified those involved in mitochondrial homeostasis as the most upregulated, and those involved in neuronal differentiation as the most downregulated (Table S10). Of the 136 upregulated genes 39.7% (54/136) had active marks and 26.4% (36/136) had bivalent marks at P0 in the normal retina (Table S10). For the 111 downregulated genes, 38.7% (43/111) had active marks and 27.9% (31/111) had bivalent marks (Table S10). We also analyzed histone spacing of the retinoblastoma upregulated and downregulated genes using the P12 ChIP-Seq data but there was no statistically significant difference (Table S10). Taken together, these data suggest that Brg1 can act as a tumor suppressor in murine retinoblastoma on a sensitized background (*Chx10-Cre;Rb^L^^ox/Lox^;p107^+/−^*).

## DISCUSSION

Conditional inactivation of *Brg1* in the developing mouse retina reduces the size of the eyes and retinae. The reduced retinal size is caused by a combination of increased cell cycle length, premature cell cycle exit, and increased cell death during retinogenesis. Despite these defects in retinal progenitor cell proliferation during development, retinal progenitor cells persisted in the mature retina. *Brg1* deficiency, when combined with Rb pathway deficiency, also enhances retinoblastoma tumorigenesis, suggesting that Brg1 is a tumor suppressor in the developing murine retina. In addition to the effect of Brg1 loss on proliferation and tumorigenesis, we discovered that Brg1 is required for proper retinal lamination throughout retinogenesis but is dispensable for retinal cell fate specification. Although rod and cone photoreceptors are specified appropriately in the *Brg1*-deficient retinae, their differentiation is perturbed, leading to retinal degeneration. Brg1 binds the promoter region of many of the dysregulated genes involved in cell polarity, proliferation, and photoreceptor differentiation. Together, our data suggest that Brg1 plays a crucial role in coordinating multiple processes during retinal development through cell-autonomous and non-cell-autonomous mechanisms.

### Brg1 loss leads to microphthalmia

Brg1 is an epigenetic regulator that modulates the expression of thousands of genes across the genome in a cell type- and developmental stage-specific manner (Attanasio et al., 2014). Therefore, it can be very difficult to discern direct mechanisms from secondary indirect mechanisms that contribute to developmental phenotypes resulting from deletion of *Brg1* in the developing retina. The most pronounced phenotype in adult *Chx10-Cre;Brg1^Lox/Lox^* mice is microphthalmia. More detailed analyses of embryonic and early postnatal retinae showed that the reduced retinae and eye size were evident early in retinogenesis. It is important to note that the reduction in eye size was not 100% penetrant in our *Chx10-Cre;Brg1^Lox/Lox^* mice because of the mosaic expression of the *Cre* transgene (Fig. S1). The microphthalmia and the disruption in retinal lamination were only observed in retina with high-level expression of the *Cre* transgene, and the majority (∼90%) of cells with evidence of Cre-mediated recombination lack Brg1 protein expression.

Our data suggest that three factors contribute to microphthalmia in *Chx10-Cre;Brg1^Lox/Lox^* mice. First, cell death is slightly increased throughout retinal development. Although this increase is small, loss of even a small number of retinal progenitor cells early in development can significantly affect overall retinal size because individual retinal progenitor cells can produce dozens of postmitotic daughter cells. Second, the proportion of EdU^+^ cells was reduced in *Brg1*-deficient retinae, suggesting that some of the retinal progenitor cells prematurely exited the cell cycle. This is consistent with the reduced expression of retinal progenitor cell genes in the *Brg1*-deficient retina at E14.5. Moreover, in other tissues in which *Brg1* has been inactivated during development, premature cell cycle exit is a major cause of cells having the altered developmental phenotype (Hang et al., 2010; Matsumoto et al., 2006; Wurster and Pazin, 2008). We cannot rule out the possibility that increased cell death contributes to the decreased proportion of EdU^+^ cells, if those dying cells are retinal progenitor cells. The third feature of *Brg1-*deficient retinae that contributes to microphthalmia is increased cell cycle length. An increase in cell cycle length per se would not alter the proportion of EdU^+^ cells if the relative length of the S-phase was maintained in the *Brg1-*deficient retinae. These data highlight how difficult it can be to elucidate the underlying cellular mechanisms of developmental phenotypes that result from perturbations in the SWI/SNF complex.

The *Chx10-Cre* transgene used in this study exhibits mosaic expression and the level of expression can vary from mouse to mouse (Rowan and Cepko, 2004). Therefore, it is likely that the phenotype would be much more severe if a *Cre* transgene were used with broader expression. The extend of *Cre* expression can be monitored using the Rosa-YFP reporter and the expression of human placental alkaline phosphatase from the transgenic allele. The mice with microphthalmia had more extensive Cre expression than those with normal size eyes. We preferentially selected the mice with microphthalmia for the gene expression and ChIP-Seq studies to reduce the contamination of the wild-type retinal cells and we used mice with normal size eyes to study the cell-autonomous effects of *Brg1* inactivation in individual clusters of retinal progenitor cells.

### Brg1 loss leads to retinal degeneration

Despite the reduction in retinal size, we found no significant difference in the proportion of retinal cell types, as measured by immunostaining at P12. However, by P21 the proportion of rods and cones in the *Brg1-*deficient retinae was dramatically reduced. This might have been caused by a defect in retinal differentiation that occurred subsequent to rod and cone cell fate specification; or, it might be a secondary effect of the defects in retinal lamination (see below); or it might be due to a combination of the two processes. To distinguish between these possibilities, we performed gene expression array analysis of wild-type and *Brg1*-deficient retinae at P12 and P21. At P12, prior to the loss of committed photoreceptor cells, the expression of rod and cone photoreceptor genes was already substantially downregulated. Indeed, many of those genes were direct targets of Brg1. The gene lists we used for the different retinal cell types were derived from single-cell gene expression array profiling performed by the Cepko laboratory (Trimarchi et al., 2008, 2007, 2009; Cherry et al., 2009; Roesch et al., 2008, 2012; Mizeracka et al., 2013a,b; Nygaard et al., 2008). Clearly, this is not a comprehensive list of cell type-specific genes. However, it is an unbiased list that was developed through unsupervised clustering of the single-gene expression signatures and many of the genes were validated by *in situ* hybridization.

These data suggest that Brg1 is important for transcriptional activation of the photoreceptor differentiation program in the developing retina. In the absence of Brg1, those genes do not fully activate, photoreceptor differentiation is perturbed, and the committed postmitotic photoreceptors eventually die. The promoters of *Slc17a7*, *Sv2b* and *Lman1* are direct targets of Brg1 and are bivalent at P0. As photoreceptors differentiate, they become activated. We propose that, in the absence of Brg1, derepression is perturbed in photoreceptors. Brg1 might also play a role in activating promoters such as *Rims1* even if they are not bivalent. This proposed cell-intrinsic mechanism of retinal degeneration does not preclude other mechanisms.

Beyond microphthalmia, the most striking histological feature in *Brg1*-deficient retinae was the disruption in cell polarity and retinal lamination. This defect was obvious from E14.5 and persisted throughout development. The photoreceptors that formed were often found in rosettes within the retina, and this most likely contributed to secondary photoreceptor degeneration. Specifically, as photoreceptors differentiate, their outer segments must come into contact with the overlying retinal pigment epithelial cells, which play an essential role in phagocytosis of the photoreceptor outer segments. When those interactions are disrupted, as in the *Brg1*-deficient retinae, the photoreceptors die. Therefore, we propose that the cell-intrinsic defect in photoreceptor differentiation that results from *Brg1* inactivation, combined with the non-cell-autonomous photoreceptor cell loss as a result of defects in retinal lamination, are the major factors that contribute to retinal degeneration in *Chx10-Cre;Brg1^Lox/Lox^* retinae.

### Brg1 and WNT pathway dysregulation

The WNT pathway antagonist *Wif1* is upregulated in *Brg1*-deficient retinae. Wif1, Wnt4, Fzd4 and Lrp6 are expressed in the developing retina and may play a role in rod production and/or survival. Specifically, dissociated P0 retinal cells in culture show decreased rod differentiation in the presence of recombinant Wif1 protein and increased rod production in the presence of Wnt4 or anti-Wif1 antibody (Hunter et al., 2004). These data suggest that, in addition to the cell-autonomous defect in rod differentiation discussed above, a non-cell-autonomous component might be mediated through WNT signaling in the *Brg1*-deficient retinae.

Perturbations in WNT signaling may also contribute to the defect in lamination. Clearly, several of the genes implicated in cell polarity and cell adhesion are direct targets of Brg1, suggesting a cell-autonomous role for Brg1 in cell polarity and retinal lamination. Previous studies have shown that inactivation of *Ctnnb1* leads to defects in retinal lamination that are indistinguishable from the changes that we report here for *Brg1*-deficient retinae (Fu et al., 2006). As shown previously for the *Ctnnb1*-deficient retinae (Fu et al., 2006), we observed defects in localization of N-cadherin, F-actin, aPKC, Par3 and Par6 in the *Brg1*-deficient retinae. The Brg1 ChIP-Seq data suggest that *Wif1* is a direct target. The *Wif1* promoter is bivalent at P0 and remains bivalent throughout retinal development. Our data are consistent with derepression of the *Wif1* promoter during retinal development and this may contribute to defects in WNT signaling during retinogenesis in the *Brg1-*deficient retinae.

### Cross-species comparison of *Brg1* inactivation

The role of Brg1 in retinal development has previously been characterized using the *Brg1* ortholog *yng* (*smarca4a* – ZFIN) in zebrafish (Link et al., 2000; Gregg et al., 2003). The *yng*-deficient zebrafish show a defect in retinal lamination starting at the stage when plexiform layers begin to form (Link et al., 2000; Gregg et al., 2003). Plexiform-like areas form occasionally in the *yng* mutant fish, but the retinae are immature. Later during development, cell death is elevated in the *yng* mutant retinae (Link et al., 2000; Gregg et al., 2003). The initiation and pattern of retinogenesis are normal in the *yng* mutant retinae, but retinal development progresses more slowly. Moreover, retinal cell fate specification is normal in the *yng* mutant retinae, but there are broad defects in differentiation (Link et al., 2000; Gregg et al., 2003).

Most of the zebrafish phenotypes are similar to those seen in *Brg1*-deficient mouse retinae, as we have shown here: reduced eye size, increased cell death, defective retinal lamination, persistence of retinal progenitor cells, and normal cell fate specification. More specific analysis of cell cycle length was not carried out in the *yng* mutant fish, so whether the slowing of retinogenesis in that model is due to increased cell cycle length is unknown.

A major difference between the previous studies on *yng* mutant fish and our analysis of the *Brg1*-deficient mouse retina is the role of the gene in cell differentiation. In *yng* mutant fish, differentiation of most cell types was perturbed, but mosaic analysis suggested that this result was largely due to non-cell-autonomous effects. In our study, the differentiation of photoreceptors was affected, but that of the other cell types was not. Therefore, the cell-autonomous, photoreceptor-specific role of *Brg1* in differentiation may differ across species. Our data also provide insight into the underlying molecular mechanisms that govern the coordination of cell proliferation, specification and differentiation by SWI/SNF complexes in retinal development and retinoblastoma.

### Brg1 is a tumor suppressor in retinoblastoma

The BRG1 subunit of the SWI/SNF complex is mutated in human cancer and has been shown to be a tumor suppressor in mice (Love et al., 2012; Hodis et al., 2012; Parsons et al., 2011; Medina et al., 2008; Shain et al., 2012; Bultman et al., 2000, 2008; Glaros et al., 2008). A homolog of BRG1 called BRM (SMARCA2) can also regulate chromatin structure and is mutually exclusive with BRG1 in the SWI/SNF complex. Importantly, two recent studies have shown that when BRG1 is inactivated there is greater incorporation of BRM into the SWI/SNF complex and this contributes to tumorigenesis (Wilson et al., 2014; Hoffman et al., 2014). Indeed, inactivation of BRM1 is synthetically lethal in BRG1-deficient tumors. Although BRG1 is not mutated in human retinoblastoma, epigenetic dysregulation contributes to tumorigenesis (Zhang et al., 2012). Therefore, we tested the tumor suppressor function of Brg1 in genetically engineered mouse models of retinoblastoma.

Retinoblastoma failed to develop in mice in which *Brg1* was conditionally inactivated, but when *Brg1* inactivation was combined with biallelic inactivation of *Rb1* and *p107* tumorigenesis was accelerated compared with biallelic inactivation alone. The overall proportion of mice that developed retinoblastoma was not affected, only the time to progression. These data indicate that Brg1 inactivation can accelerate retinoblastoma progression. However, one important consideration is the reduction in eye size. The actual rate of tumor initiation and/or progression may be unaltered in the *Chx10-Cre;Brg1^Lox/Lox^;Rb^Lox/Lox^;p107^−/−^* mice, and the apparent acceleration might be due to the smaller eye size. Specifically, the mice reach moribund status more quickly because their eyes are smaller; thus, there is less volume for the tumors to fill before intraocular pressure is elevated. It is also possible that the defects in eye morphogenesis alter vitreal homeostasis, and the intraocular pressure is elevated more readily as tumors begin to grow.

Even if the tumors grow more rapidly in the *Chx10-Cre;Brg1^Lox/Lox^;Rb^Lox/Lox^;p107^−/−^* mice, that does not, in itself, demonstrate that Brg1 is a tumor suppressor in retinoblastoma. More direct evidence that Brg1 is a tumor suppressor in retinoblastoma came from studies of sensitized mice. Specifically, *Chx10-Cre;Rb^Lox/Lox^;p107^+/−^* mice do not develop retinoblastoma, but *Chx10-Cre;Brg1^Lox/Lox^;Rb^Lox/Lox^;p107^+/−^* mice do, with a similar time to progression and incidence as *Chx10-Cre;Rb^Lox/Lox^;p107^−/−^* mice. We were unable to determine if this result was due to genomic instability and inactivation of the second allele of *p107* because it is impossible to isolate tumor tissue of sufficient purity for genomic analyses from individual mice, given the relatively small eye size. This is a reasonable hypothesis considering the downregulation in Cep192, which plays a role in centrosome separation, spindle formation, and centrosome/centriole segregation into daughter cells (Joukov et al., 2014; Firat-Karalar et al., 2014). It is also possible that the other changes in retinal development described above underlie the tumor-suppressor function of *Brg1* in retinoblastoma. For example, the persistent progenitor cells in the P12 *Brg1-*deficient retina might be the source of tumors in *Chx10-Cre;Brg1^Lox/Lox^;Rb^Lox/Lox^;p107^+/−^* mice. Alternatively, perturbations in cell adhesion and cell polarity in the *Brg1*-deficient retinae might contribute to retinoblastoma tumorigenesis. In either case, these data provide additional evidence of the importance of epigenetic processes in retinoblastoma initiation and progression (Zhang et al., 2012).

## MATERIALS AND METHODS

### Animals

*Brg1^Lox/Lox^* mice were obtained from J. Crabtree at Stanford University. *Chx10-Cre;Rb^Lox/Lox^;p107^−/−^* mice were described previously (Ajioka et al., 2007). For tumor formation experiments, mice were monitored weekly for signs of retinoblastoma and anterior chamber invasion. Moribund status was defined as the point when tumor cells invaded the anterior chamber, and intraocular pressure was substantially elevated for at least two sequential readings. The St. Jude Animal Care and Use Committee approved all animal studies. Brg1-FLAG mice were obtained from the Pennacchio laboratory at Lawrence Berkeley National Laboratory, with flash-frozen retinal tissue provided for ChIP-seq analysis.

### Clonal analysis

Procedures for maintaining mouse retina explants in culture were described previously (Dyer and Cepko, 2001b). One retina from each *Brg1^Lox/Lox^* embryo was infected with a retrovirus (NIN) that encodes nuclear β-galactosidase, and the other retina was infected with a retrovirus (NIN-Cre) that encodes nuclear β-galactosidase and Cre recombinase. After 2 weeks in culture, individual retinae were fixed, stained with X-gal and sectioned for scoring.

### EdU and [^3^H]-thymidine labeling

Procedures for immunostaining and EdU labeling were described previously (Martins et al., 2006). Briefly, to label S-phase retinal progenitor cells, we incubated P0 cultured retinal explants with [^3^H]-thymidine (5 µCi/ml, 89 Ci/mmol) for 1 h at 37°C. Cultured retinae were washed and then labeled by addition of 10 mM BrdU (Boehringer Mannheim) at different time intervals. Labeled retinae were dissociated and mounted on slides for immunostaining and then processed for autoradiography. Retinal immunohistochemistry was performed as previously described (Martins et al., 2006). Antibodies and dilutions used in immunostaining retinal sections and dissociated cells are listed in Table S11.

### RNA, qPCR and gene expression array analysis

RNA extraction and qPCR were performed as described previously (Martins et al., 2006). Real-time PCR experiments were performed using the ABI 7900 HT sequence detection system (Applied Biosystems). For microarray analysis, Affymetrix MOE 430 v2 arrays were used. Genes with a minimum mean RMA signal of 6 in one class were preserved. Only annotated genes with a false discovery rate (FDR) of less than 0.05 were included (see the supplementary Materials and Methods). For pathway analysis, we used the DAVID (http://david.abcc.ncifcrf.gov/summary.jsp) version 6.7 toolset. Non-redundant annotated genes with an FDR of less than 0.05 and mean fold difference greater than 2.0 were included in the pathway analysis for each stage. Microarray data are available at GEO under accession no. GSE74181.

### Nuclear shape analysis

For the individual nuclear images shown in Fig. S2, an intensity mask was created to highlight the individual nuclei. The purpose of this modification was to highlight only a particular nucleus in the field. The boundaries of the nucleus were not altered. For scoring, unaltered confocal images were used.

### Immunoblotting

Western blotting was performed as described (Benavente et al., 2014). Anti-PP2Ac (1:4000; Millipore, 05-421) was used. Signals were measured using integrated intensity (counts) detected with an Odyssey infrared imaging system (LI-COR) at 680 and 800 nm.

### Transmission electron microscopy (TEM)

TEM was performed according to the procedure described by Ajioka et al. (2007).

### ChIP-seq

P0 mouse retinae were cross-linked for 10 min in 1% ChIP-seq grade formaldehyde at room temperature. After adding glycine (0.125 M) to stop the crosslinking, retinae were washed and dounced in PBS. Chromatin was sheared using the TruChIP shearing protocol (Covaris). ChIP was performed using the iDeal ChIP-seq Kit (Diagenode). Immunoprecipitated DNA was eluted using the MinElute PCR Purification Kit (Qiagen) and subjected to qPCR analysis and library construction for sequencing. Antibodies used are listed in Table S12. Integrated data analysis is described in detail in the supplementary Materials and Methods. ChIP-seq data are available at GEO under accession no. GSE74268.

How the deposited data were processed for this re-analysis (not part of the article)

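Brg1 was measured by anti-FLAG ChIP-Seq in P0 retinae of Brg1-FLAG knock-in mice (1 library). H3K27Ac and H3K4me3 were measured in wild-type retinae at P0, P14 and P21 (2 libraries per mark and stage), in wild-type retinae at P12 (1 library per mark) and in Brg1-deficient retinae at P12 (2 libraries for H3K27Ac and 1 for H3K4me3). These are 18 libraries in all. Conditions and replicate numbers were taken from the sample labels. The H3K4me3 libraries of P14 are titled replicates 2 and 3, although the deposited lists number them 1 and 2, and the titles were followed. The wild-type P12 H3K4me3 library is titled replicate 2.

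The authors deposited a list of peaks for each library, called on that library alone and not on pooled replicates. The lists follow the narrowPeak layout. For each peak the authors give the fold enrichment over background at the summit. They also deposited the −log10 p-value and the −log10 q-value of each peak. The deposited score is the whole part of 10 times the −log10 q-value, apart from a few rows, and was not used further. The deposited summit is a distance in bp from the start of the peak. The main text does not name the aligner, the peak caller, the genome build or the treatment of input libraries, and refers to supplementary methods that were not used here. The fold enrichment of a peak depends on the depth and the enrichment of its library, and the authors' text names no scaling of it between libraries. The number of reads per library is unknown. Depth limits every list, since weak peaks are called only in libraries with enough signal.

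The genome build was checked against the GRCm38 gene table. On chromosome 1 the last peak ends at 197068264 and the last GRCm38 gene at 195291439. Of the 21661 P0 H3K4me3 peaks of replicate 2, 11.8% lay within 1000 bp of the end of a GRCm38 protein-coding gene, against 9.01% when the genes were moved by 50000 bp. The lists are therefore not on GRCm38. No annotation of their build was used and no coordinates were converted, so no peak was assigned to a promoter or a gene. The results planned for promoters were computed over all Brg1 peaks or over merged peak regions instead, a change made after the data were seen.

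Overlaps were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 with a minimum overlap of 1 bp. For all 306 ordered pairs of libraries the number of overlapping peaks was checked against bedtools 2.31.1, and 0 pairs differed. On simulated peaks the overlap rules made 0 wrong calls. Shares are given with Wilson 95% intervals from scipy 1.17.1, which cover counting error only, since neighbouring peaks are not independent. Figures were drawn with matplotlib 3.10.9.

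For heights, overlapping peaks of the compared libraries were merged into regions, and each region received the highest fold enrichment in each library, or 0 where the library had no peak. Heights were scaled between libraries on their median over the regions with a peak in every library. Wild-type P0, P14 and P21 libraries of a mark were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2(height + pseudocount), with all 6 libraries in the fit and Benjamini-Hochberg adjustment at 0.05. Regions needed a peak in at least 2 libraries, which left 33340 H3K27Ac regions and 21075 H3K4me3 regions. The pseudocount was the 5th percentile of the heights, 2.08 for H3K27Ac and 3.28 for H3K4me3. Fold changes on this scale understate the change of low regions. On simulated heights with 200 regions changed by 2 log2 units, the fit recovered 0 H3K27Ac regions and 51 H3K4me3 regions with this filter, and 147 and 123 with only regions that had a peak in every library. With simulated heights below the lowest peak set to absent, it recovered 0 and 73 regions, and 87 and 123. Between 0 and 1.60% of the calls were false in these simulations.

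The replicate number was also used as a block for the comparisons whose stages share 2 numbers. The pairing is taken from the labels. For H3K27Ac the differences between replicates 1 and 2 were correlated across regions with r = 0.08 between P0 and P14, r = 0.02 between P0 and P21 and r = 0.45 between P14 and P21, so the replicate numbers shared a difference at the later stages. For H3K4me3, r was 0.06 between P0 and P21.

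The P12 libraries were described without a test, since there was 1 wild-type library per mark. Regions with a Brg1 peak at P0 were compared with 10000 random lists of the same size, drawn from all regions within 20 bins of mean height. Lists drawn only from regions without a Brg1 peak were too narrow on simulated ratios and were replaced. With the lists used, simulated ratios without a shift lay at percentile 44.02, and a simulated shift of -0.1 was recovered as -0.11. The share of wild-type P12 peaks found in another library was compared between peaks with and without a Brg1 peak in the same way, matched on wild-type height. In simulated shares, no drop at bound peaks gave percentile 73.9 and a drop of 10 percentage points gave a difference of -9.44. The rule set for naming regions was the regions with the largest rise and fall past the threshold that changed in the same direction in every pair of libraries. Because no gene names were assigned, at most 2 regions that rose and 2 that fell are given, for the comparison with the most changed regions. The genes named by the paper were not examined.

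The alternatives tried were the replicate rule, a minimum overlap of 50%, the strongest 50% of peaks, equal numbers of peaks per library, the replicate block, no scaling, another filter, a pseudocount of 1, fits with only the stages compared, and each library left out in turn.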

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

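The tests in this part were chosen before their results were seen. Of the 24782 Brg1 peaks that overlapped no H3K27Ac or H3K4me3 peak in either replicate at P0, 5.32% (Wilson 95% interval 5.05 to 5.60%) overlapped H3K27Ac peaks of both replicates at P14, and 6.42% (interval 6.12 to 6.73%) at P21. The paper does not report the later marks of these peaks as a class, and the shares were set against the same peaks moved by 50 kb in both directions, without those that met a P0 mark. The moved peaks overlapped H3K27Ac in 1.10% of cases at P14 and 1.52% at P21. The shares differed between replicates. At P14, 5.35% overlapped a peak of replicate 1 and 18.2% a peak of replicate 2, against 1.11% and 5.29% of moved peaks.

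Chance overlap would give a ratio near 1 between the Brg1 peaks and the moved peaks, and the ratio at P14 was 4.83. H3K27Ac peaks may have been missed at P0 because fewer peaks were called there. The prediction set for this was a ratio falling toward 1 with equal numbers of peaks. With the 17433 strongest peaks of every later H3K27Ac library the ratio was 4.86. The P0 lists, which decide which Brg1 peaks are unmarked, were left as they are. Any Brg1 peak with missed P0 acetylation would therefore still count as unmarked and could keep the ratio high. This test thus cannot decide the question, and weak acetylation below the P0 threshold was not excluded. A bias of the Brg1-FLAG library toward open or easily mapped sequence was not tested either, and only 1 Brg1-FLAG library was used. As a hypothesis, some of these Brg1 peaks may lie at elements that gain H3K27Ac as the retina matures. This cannot be told apart from the explanations left open above.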

How the results depend on the processing

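All choices below were set before the data were examined, except the use of all Brg1 peaks and of merged regions in place of promoters and the limits on the summit distance, which were chosen after seeing the data. For the results compared with an alternative, 54 values stayed the same by the rules used (within 1.5 times for a number of peaks or regions, within the replicate SD or the 95% interval for a share) and 28 moved. Where a value moved, the cause was not tested.

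The number of Brg1 peaks was unchanged by merging or by restricting the chromosomes, and was 25430 among the strongest 50% of peaks. With a histone peak in either replicate, 5485 Brg1 peaks had H3K27Ac without H3K4me3 and 21349 had H3K27Ac, against 1372 and 13530. With each replicate left out in turn, these ranged from 1403 to 5513 and from 13675 to 21204. Brg1 peaks with both marks ranged from 12272 to 15691, those with H3K4me3 without H3K27Ac from 4644 to 7104, those with H3K4me3 from 19376 to 20335 and those with neither mark from 25013 to 30082. With the strongest 50% of histone peaks, 7928 Brg1 peaks had both marks, 690 had H3K27Ac without H3K4me3 and 8618 had H3K27Ac. With the strongest 50% of Brg1 peaks, 3689 had H3K4me3 without H3K27Ac and 10435 had neither mark. An overlap of at least 50% kept every class within 1.5 times.

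The share of wild-type P12 H3K27Ac peaks found in Brg1-deficient retinae (60.3%) was 55.4% with an overlap of at least 50%, 88.3% for the strongest 50% of wild-type peaks, 65.7% with equal numbers of peaks, and from 66.6 to 72.2% with each Brg1-deficient replicate left out. For H3K4me3 (81.2%) the corresponding shares were 80.1%, 99.99% and 91.4%.

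Between P0 and P21, 3465 H3K27Ac regions differed by limma at an adjusted p under 0.05 without the replicate block and 6269 with it. For H3K4me3 the numbers were 4341 without the block and 5917 with it. Between P0 and P14 the H3K27Ac fit gave 0 regions both ways. At an unadjusted p under 0.05 there were 5337 regions without the block and 6518 with it. No paired analysis was possible for H3K4me3 at P14, because by their labels P0 and P14 share only replicate number 2. The deposited lists themselves number the P14 libraries 1 and 2, and this conflict was not resolved, so a block by those numbers was not fitted. Without scaling, no H3K27Ac region differed at P21 (0, with 6795 at an unadjusted p under 0.05), and no H3K4me3 region at P14 (0, with 4027) or P21 (0, with 4772). With only regions that had a peak in every library, 105 H3K27Ac regions differed at P14 and 234 at P21, and 600 and 1488 H3K4me3 regions. With a pseudocount of 1, 2489 H3K27Ac regions differed between P0 and P14, and the other comparisons stayed within 1.5 times. With only the stages compared in the fit, each number stayed within 1.5 times. The number of H3K27Ac regions with means at least 2-fold apart between P0 and P14 was 8694 and ranged from 9053 to 14973 with each library left out. For P21 it was 12775, with a range from 13169 to 18489. The balance of higher and lower regions changed as well. At P14 it was 4227 higher and 4467 lower with all libraries, and 12882 higher and 2091 lower without P14 replicate 1. At P21 it was 7550 higher and 5225 lower with all libraries, 7019 higher and 7039 lower without P0 replicate 1, and 15940 higher and 2549 lower without P21 replicate 1. For H3K4me3 the number at P14 was 4283 with all libraries and from 4445 to 4915 with each library left out, and at P21 it was 5469 and from 5433 to 6167.

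For the distance between H3K27Ac summits at P12, 2 of 3 other values moved with a limit of 1000 bp. The alternatives planned for promoters were not run, because no annotation of the genome build was used: the distance rules and gene sets for promoter-proximal peaks, the width of promoters, active marks at bound and unbound promoters, peaks and heights at named genes, and summit distances around transcription start sites. The short replicate 1 lists limit the P0, P14 and P21 results that need an H3K27Ac peak in both replicates. Whether read depth or enrichment made them short is unknown.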

Differences from the paper's values

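The paper reports 47902 Brg1 peaks in P0 retinae, and the list used here held 50861. The promoter-proximal and promoter-distal peaks that the paper gives do not add up to 47902 either. Merging peaks or restricting the chromosomes left this number unchanged, and the strongest 50% of peaks numbered 25430. The cause of the difference between 47902 and 50861 was not tested. The paper reports 14468 promoter-proximal Brg1 peaks with overlapping H3K4me3 and H3K27Ac peaks. Over all Brg1 peaks, of which the promoter-proximal ones are a part, 12158 overlapped both marks when a peak in both replicates was required. Among the alternatives set before the data were examined, a peak in either replicate gave 15864 and replicate 2 alone gave 15691, above the paper's number. Replicate 1 alone gave 12272, an overlap of at least 50% gave 10649, the strongest 50% of Brg1 peaks gave 10106 and the strongest 50% of histone peaks gave 7928, all below it.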

Other observations

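The tests on chromosome X and the test of lost H3K27Ac peaks were chosen only after the result was seen. The other tests in this part were written down before their results were seen. The way random lists were drawn for the Brg1-bound regions was changed after their first results, because it failed on simulated ratios.

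Wild-type H3K27Ac and H3K4me3 regions were compared across development, over merged peak regions and not at promoters. Between P0 and P21, 3465 of 33340 H3K27Ac regions differed by limma with Benjamini-Hochberg adjustment, 2646 of them higher at P21 and 819 lower. The smallest adjusted p was 0.0477, so all of these calls lie close to the threshold. Between P0 and P14 no H3K27Ac region passed (0 regions, with 5337 at an unadjusted p under 0.05). With the replicate number as a block, 6269 H3K27Ac regions differed at P21 and 0 at P14. For H3K4me3, 3332 of 21075 regions differed at P14 (799 higher, 2533 lower) and 4341 at P21 (1064 higher, 3277 lower), and 5917 at P21 with the block. Without scaling between libraries, 0 H3K27Ac regions at P21 and 0 H3K4me3 regions at either stage passed, with 6795, 4027 and 4772 at an unadjusted p under 0.05. On simulated heights with the same filter the fit recovered 0 of 200 changed H3K27Ac regions, so its counts of 0 do not show that acetylation was stable. The largest H3K4me3 rises by P21 that held in every pair of libraries were at positions 90048824 to 90051430 of chromosome 11 (log2 fold change 3.90, SE 0.30, limma adjusted p = 0.0052) and 119185587 to 119190857 of chromosome 6 (3.90, SE 0.37, adjusted p = 0.00559). The largest falls were at 30387117 to 30390877 of chromosome 15 (log2 fold change -3.38, SE 0.48, adjusted p = 0.00917) and 95864083 to 95869555 of chromosome 11 (-3.27, SE 0.36, adjusted p = 0.00625). Of these 4 regions, all but the chromosome 11 region that rose had a Brg1 peak at P0. Both regions that rose had no peak in either P0 library. The chromosome 15 region had no peak in either P21 library, and the chromosome 11 region that fell lacked a peak in 1 P21 library. An absent peak has height 0, so these fold changes and their order depend on the pseudocount. Replicates that both lack a peak also show no spread, which lowers the SE and the adjusted p.

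The direction of the H3K27Ac change depended on the library. With all libraries, 4227 regions had a mean at least 2-fold higher at P14 than at P0 and 4467 a mean at least 2-fold lower. Without P14 replicate 1 these numbers were 12882 and 2091, and without P14 replicate 2 they were 4594 and 6168. H3K27Ac replicate 1 held fewer peaks than replicate 2 at P0, P14 and P21. Lower sensitivity of replicate 1 predicts that nearly all its peaks recur in replicate 2 and that the peaks it lacks are weak. The lowest share of replicate 1 peaks found in replicate 2 was 93.8%, at P21. The replicate 2 peaks absent from replicate 1 had a median fold enrichment of 4.03 at P0, 4.31 at P14 and 4.26 at P21, against 8.35, 12.2 and 6.96 for the shared ones. This is consistent with lower sensitivity of replicate 1, from fewer reads or weaker enrichment, which the peak lists do not separate. No biological explanation was tested.

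Chromosome X held 456 Brg1 peaks, 0.897% of the total, whereas 3.23% and 3.25% of the P0 H3K4me3 peaks were on it. A lower number of H3K4me3 peaks on chromosome X would leave the share of H3K4me3 peaks with a Brg1 peak unchanged. That share was 38.3% on chromosome X against 72.9% on the autosomes in H3K4me3 replicate 1, and 37.6% against 71.4% in replicate 2, a mean ratio of 0.526. Fewer copies of chromosome X would also lower the overlap of its H3K4me3 peaks with H3K27Ac. The mean ratio for H3K27Ac was 0.924, above the limit of 0.8 set for this explanation. The H3K27Ac libraries came from wild-type pups and not from the Brg1-FLAG pups, whose sex is not given, so a difference in sex between the animals was not excluded. The Brg1 peaks called on chromosome X were not weaker than the others, with a median fold enrichment of 4.50 against 4.28. These medians cover only peaks that passed the calling threshold, so they cannot show whether weaker peaks on chromosome X were missed. There was 1 Brg1-FLAG library, so whether the pattern recurs is unknown, and no biological explanation was tested.

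If acetylation at P12 depended on Brg1, H3K27Ac at regions bound by Brg1 at P0 would be lower in Brg1-deficient retinae than at unbound regions of the same height. Over 15109 bound and 8110 unbound regions with a peak in all P12 H3K27Ac libraries, the median log2 ratio of Brg1-deficient to wild-type height at bound regions was 0.11 in replicate 1 and 0.04 in replicate 2. The matched unbound regions had medians of -0.03 and -0.04. The shifts of the bound against the matched regions were 0.14 and 0.08. In both replicates the bound regions lay above all of the 10000 random lists matched on height (percentile 100). This comparison leaves out regions that lost their peak in Brg1-deficient retinae, so by itself it cannot settle whether acetylation depended on Brg1. Pairs of libraries of the same genotype also lay at percentile 100, with shifts of 0.07 between the Brg1-deficient replicates and 0.05 between wild-type P14 replicate 2 and wild-type P12, the last over 16077 bound and 13954 unbound regions. The shift between the replicates was 0.620 times the mean shift against wild type. It was smaller than both shifts against wild type, but with 1 wild-type library the spread of such shifts is unknown. For H3K4me3 the bound regions lay at percentile 15.6 of the lists.

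Loss of acetylation was then tested over all wild-type P12 H3K27Ac peaks, 20670 with a Brg1 peak at P0 and 26734 without. If bound peaks were lost, fewer of them than of unbound peaks of the same height would be found in Brg1-deficient retinae. In replicate 1, 88.3% of bound and 73.2% of matched unbound peaks were found, and in replicate 2 89.8% and 78.7%. In both, the share of bound peaks lay above all of the lists matched on height (percentile 100), the opposite of such a loss. Bound peaks were also found more often in wild-type P14 retinae, 51.6% against 48.3% in replicate 1 and 93.3% against 85.3% in replicate 2. Peaks with Brg1 at P0 were therefore found again more often in libraries of either genotype. The lists were matched on height and not on peak length or H3K4me3, and Brg1 was measured at P0 and not at P12. Brg1-deficient retinae are also mosaic and hold some cells with Brg1. The test thus cannot decide whether some bound peaks were lost, and the comparison describes these libraries only.

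The distance between H3K27Ac summits was measured inside wild-type P12 H3K4me3 peaks. It was measured across the genome and not for the downregulated genes to which the paper's distances refer. The paper's measure is a distance between nucleosomes, and here it is a distance between summits of called peaks. These values therefore do not test the paper's result. At 432 sites with a pair of summits at most 2000 bp apart in each library, the median distance was 781 bp in wild-type P12 retinae, 761.5 bp and 773 bp in the Brg1-deficient replicates, and 754 bp in wild-type P14 replicate 2. The median change from wild-type P12 was -18.5 bp and -19 bp in the Brg1-deficient replicates and -30.5 bp in wild-type P14. With summits at most 1000 bp apart (283 sites), the changes were -4 bp, -10 bp and -35 bp. The difference between genotypes was smaller than the difference between the wild-type libraries of P12 and P14. The limits on the distance were chosen after seeing the data.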
